# Maternal obesity increases hypothalamic miR-505-5p expression in mouse offspring leading to altered fatty acid sensing and increased intake of high-fat food

**DOI:** 10.1371/journal.pbio.3002641

**Published:** 2024-06-04

**Authors:** Laura Dearden, Isadora C. Furigo, Lucas C. Pantaleão, L W. P. Wong, Denise S. Fernandez-Twinn, Juliana de Almeida-Faria, Katherine A. Kentistou, Maria V. Carreira, Guillaume Bidault, Antonio Vidal-Puig, Ken K. Ong, John R. B. Perry, Jose Donato, Susan E. Ozanne

## Abstract

In utero exposure to maternal obesity programs increased obesity risk. Animal models show that programmed offspring obesity is preceded by hyperphagia, but the mechanisms that mediate these changes are unknown. Using a mouse model of maternal obesity, we observed increased intake of a high-fat diet (HFD) in offspring of obese mothers that precedes the development of obesity. Through small RNA sequencing, we identified programmed overexpression of hypothalamic miR-505-5p that is established in the fetus, lasts to adulthood and is maintained in hypothalamic neural progenitor cells cultured in vitro. Metabolic hormones and long-chain fatty acids associated with obesity increase miR-505-5p expression in hypothalamic neurons in vitro. We demonstrate that targets of miR-505-5p are enriched in fatty acid metabolism pathways and overexpression of miR-505-5p decreased neuronal fatty acid metabolism in vitro. miR-505-5p targets are associated with increased BMI in human genetic studies. Intra-cerebroventricular injection of miR-505-5p in wild-type mice increased HFD intake, mimicking the phenotype observed in offspring exposed to maternal obesity. Conversely, maternal exercise intervention in an obese mouse pregnancy rescued the programmed increase of hypothalamic miR-505-5p in offspring of obese dams and reduced HFD intake to control offspring levels. This study identifies a novel mechanism by which maternal obesity programs obesity in offspring via increased intake of high-fat foods.

## Abstract 2

Perinatal exposure to maternal obesity increases the risk of developing obesity in offspring as they grow up. This study identifies an underlying mechanism of this phenomenon - showing that maternal obesity increases hypothalamic miR-505-5p expression in mouse offspring, which in turn regulates fatty acid sensing and promotes consumption of fatty food.

## 1. Introduction

The rapid global rise in obesity represents a significant health challenge. A genetic influence on body weight is undisputed, but the recent rapid increase in obesity prevalence suggests a robust interplay between genetic factors and the environment [1]. It is now well established that an individual’s long-term health can be influenced by in utero and early postnatal environmental conditions, giving rise to the concept of “developmental programming” [2]. Numerous studies in humans and animal models have highlighted the association between maternal obesity and several long-term adverse health outcomes in the offspring, including the risk of obesity and type 2 diabetes [3]. Growing evidence from animal models shows that exposure to maternal obesity can disrupt the hypothalamic circuits responsible for maintaining energy homeostasis, which may contribute to increased offspring susceptibility to obesity later in life [4].

The hypothalamus is the crucial region of the brain responsible for maintaining energy homeostasis in the body and contains specialised neurons that sense circulating nutrients and hormones. Exposure to overnutrition during critical windows of development has been shown to program increased food intake in animal models [4], including increased preference for high-fat foods in rats and nonhuman primates [5–7]. Studies in mouse models report that maternal obesity alters hypothalamic neuronal projections [8–10], but aside from this little is known about the molecular mechanisms by which maternal overnutrition programs permanent changes in feeding behaviour in offspring.

The stable nature of metabolic phenotypes in offspring exposed to maternal obesity during development suggests lasting changes to gene profiles across the lifespan. There is accumulating evidence that miRNAs, which are small noncoding RNAs that regulate gene function through degradation of mRNAs and/or inhibition of protein translation [11], may reflect an important mechanism by which the maternal environment can alter long-term phenotypes in the offspring [3,12]. We have reported previously that programmed cell-autonomous up-regulation of miR-126 in adipose tissue of offspring of obese mouse dams is responsible for the down-regulation of the genes *Irs1* and *Lnpk*, contributing to insulin resistance and endoplasmic reticulum stress, respectively, in these animals [13,14]. Few studies to date have explored the role of miRNAs in regulating hypothalamic energy-sensing [15–19], or examined the potential contribution of miRNAs to programming of long-term hypothalamic function by the perinatal environment [20].

A growing body of research suggests that neurons within the hypothalamus can sense and respond to changes in fatty acid (FA) levels in the circulation [21–24], as reported previously for glucose-sensing neurons [25]. Circulating FAs, particularly long-chain fatty acids, may act as cellular messengers, which inform subpopulations of neurons in the hypothalamus about whole body nutrient status, allowing the regulation of food intake, hepatic glucose production, and insulin secretion in order to maintain energy homeostasis [22,26,27]. Studies in rodents and humans have shown that oleic and palmitic acid reduce the expression of neuropeptide Y (NPY) and increase expression of pro-opiomelanocortin (POMC) [28–30], and are associated with a reduction in food intake. Furthermore, both oleic [31] and octanoic acid [32] can reduce food intake and increase energy expenditure via regulation of POMC neuron excitability, confirming that several FAs can act centrally to regulate food intake. Notably, some studies have suggested that neuronal responses to FAs are blunted in diet-induced obese animals [33,34], and this blunting of neuronal FA sensing may contribute to unbalanced energy homeostasis. Whether the nutritional environment in early life impacts long-term neuronal FA sensing—as has been reported for glucose sensing ([35,36])—remains unclear. However, one study has suggested that maternal high-fat diet (HFD) consumption during pregnancy alters the sensitivity of offspring ventromedial hypothalamic neurons to oleic acid [35].

Therefore, this study aimed to explore the contribution of hypothalamic miRNAs in mediating the effects of maternal obesity on offspring obesity risk. We profiled miRNA expression in the offspring hypothalamus to identify miRNAs that could mediate increased HFD intake and adopted a combination of in vitro and in vivo approaches to demonstrate the causal effects of altered levels of a specific miRNA on hypothalamic neuronal function and feeding behaviour.

## 2. Methods

### 2.1. Mouse model

We utilised a mouse model of maternal diet-induced obesity published previously by our group [37]. Briefly, female C57BL/6J mice were randomly assigned prior to mating to either a control chow diet (RM1; Special Dietary Services, Witham, United Kingdom) or a highly palatable obesogenic HFD (45% total calories from fat, Special Dietary Services, Witham, UK) supplemented with condensed milk (Nestle, UK) fortified with mineral mix AIN93G (Special Dietary Services, Witham, UK). After approximately 3 weeks on the respective diets, females were mated with chow-fed males for their first pregnancy. Dams remained on their respective diets throughout pregnancy and lactation and the first litter was culled after weaning. After first pregnancy, proven breeders from the obese group when they had achieved a body composition of around 30% to 35% fat and body weight exceeding 35 g were mated for second pregnancy along with age matched lean dams. A subset of dams was culled on embryonic day 13 (E13) to collect fetal hypothalamus and remaining pregnancies were allowed to deliver naturally. On postnatal day 2, litters were reduced to 6 pups to ensure standardised milk supply [38]. One male and female mouse per litter was included in each separate experiment; therefore, the statistical number relates to the dam. For diet-induced obesity experiments in adult male mice, mice were fed ad libitum chow diet (DS-105, Safe diets) or HFD (60% total calories from fat, D12492, Research diets) for 21 weeks.

### 2.2. Food intake and body composition analyses in offspring

At weaning, male and female mice from control or obese mothers were randomly assigned to either a control chow (as above) or obesogenic diet (as above), creating 4 experimental offspring groups: offspring born to control mothers weaned onto a chow diet (Off-C Chow), offspring born to control mothers weaned onto a HFD (Off-C HFD), offspring born to obese mothers weaned onto a chow diet (Off-Ob Chow), offspring born to obese mothers weaned onto a HFD (Off-Ob HFD) (illustrated in Fig 1A). Ad libitum food intake in the home cage was measured twice a week from the age of 3 weeks to 8 weeks. Animals were weighed weekly, and body composition determined in fed animals using time-domain nuclear magnetic resonance imaging (TD-NMR; Minispec Plus, Bruker, Billerica, Massachusetts, United States of America).

**Fig 1:**
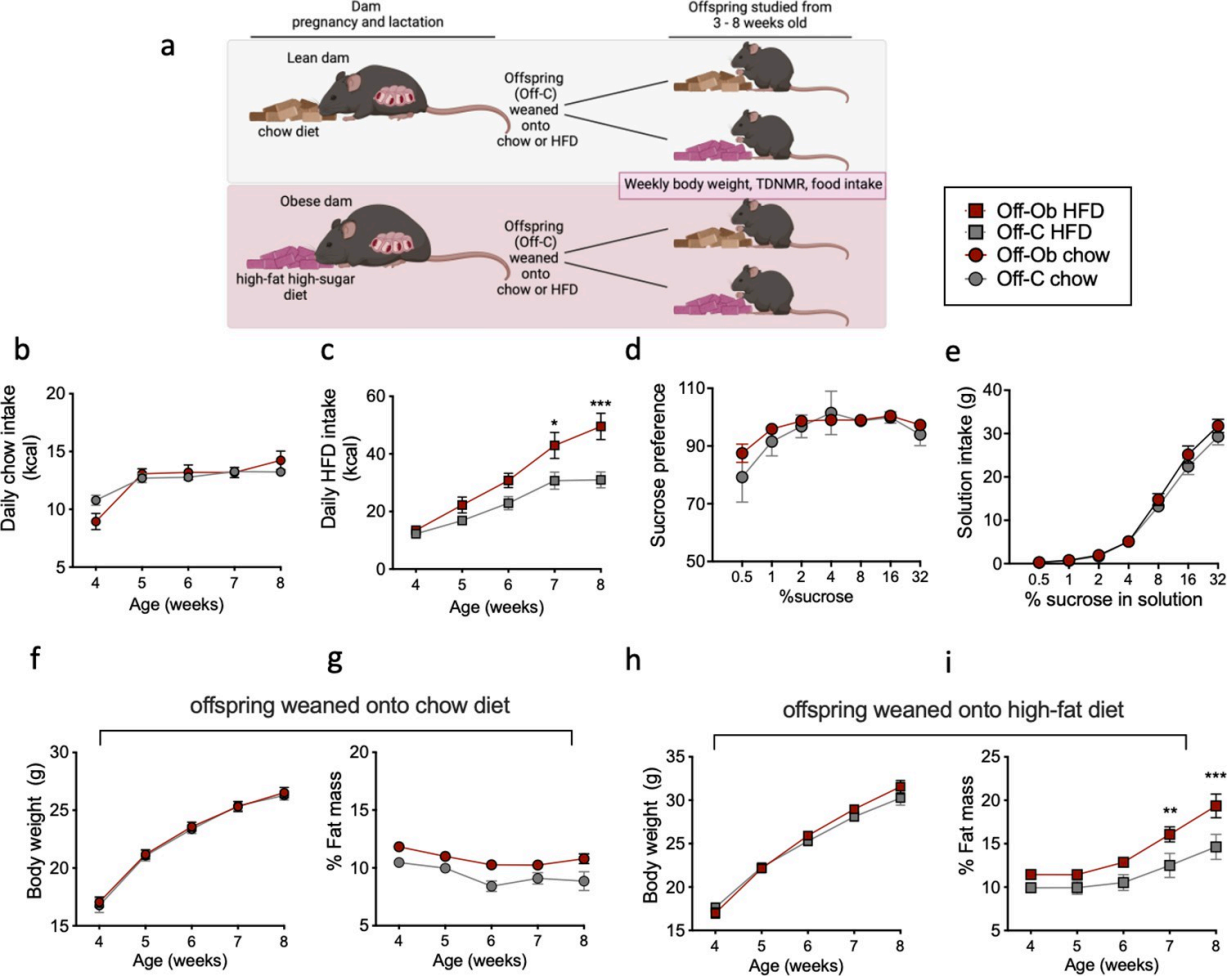
Offspring of obese mothers eat more of a high-fat pellet and develop increased adiposity compared to offspring of lean mothers fed the same diet. (a) Diagram depicting mouse model of maternal obesity. At weaning offspring are weaned onto either a chow or HFD, and food intake, body weight, and adiposity are measured weekly. (b) Normal chow daily kilocalorie intake of male offspring born to control (Off-C; *n* = 21) and obese mothers (Off-Ob; *n* = 15). (c) HFD pellet daily kilocalorie intake of male offspring born to control (Off-C; *n* = 22) and obese mother (Off-Ob; *n* = 19). (d) Sucrose preference of male offspring during a two-bottle choice test (Off-C; *n* = 6 and Off-Ob; *n* = 4). (e) Intake (g) of sucrose solution during two-bottle choice test (Off-C; *n* = 6 and Off-Ob; *n* = 4). (f) Body weight and (g) fat mass from 4 to 8 weeks of age in offspring weaned onto a chow diet (Off-C; *n* = 12 and Off-Ob; *n* = 21). (h) Body weight and (i) fat mass from 4 to 8 weeks of age in offspring weaned onto an HFD (Off-C; *n* = 12 and Off-Ob; *n* = 13). **P < 0.01, ***P < 0.001. Statistical significance was determined using mixed effects analysis with Sidak’s post hoc test. The underlying data are provided as S1 Data file. HFD, high-fat diet.

For two-bottle choice tests for sucrose, mice were single housed at 6 weeks of age. At 8 weeks of age, baseline measurements of body weight, chow intake, and water intake were measured daily for 3 days. There were no differences in baseline measurements. A sucrose preference test was conducted across a range of sucrose solutions −0.5%, 1%, 2%, 4%, 8%, 16%, and 32% [w/v] in water. Mice were habituated to the set-up for 3 days, with 1 bottle containing 0.5% sucrose ([w/v] in drinking water) and the other water, during which body weight, chow intake, and the weight of the water and sucrose bottles were measured daily at 1,300. Bottles were weighed before they were placed in the top of the cages. After 24 h, the bottles were carefully removed and weighed again. The side order of the bottles was switched daily to avoid side preference.

### 2.3. Exercise intervention in dams

From 1 week prior to mating for the second pregnancy, a group of obese dams underwent an exercise intervention protocol that we have published previously [39]. Briefly, dams were trained to run 20 min daily on a treadmill, starting at 5 m/min on the first day and with daily incremental increases in speed until they were running at a final speed of 12.5 m/min on day 5. Dams were then rested for 2 days during the weekend when they were time-mated and day 1 of pregnancy was defined by the appearance of a copulatory plug. Exercise was then maintained at the final running speed and following a routine of 5 days of daily exercise (weekdays) followed by 2 days of rest (weekends), until day 17. The duration of running at the top speed of 12.5 m/min was reduced in the final 3 days to adapt to the physical constraints of pregnancy. At weaning, half of the offspring were weaned onto an obesogenic HFD (as above—to assess the impact of the intervention on feeding behaviour) and half were weaned onto a chow diet (to examine hypothalamic gene expression independent of the effects of an HFD).

### 2.4. Small RNA sequencing in the offspring hypothalamus

Small RNA sequencing was conducted in 8-week-old male offspring of control and obese mothers fed a chow diet (Off-C Chow and Off-Ob Chow groups) to avoid confounding factors of HFD consumption on hypothalamic gene expression. After culling by cervical dislocation, brains were immediately frozen and stored at −80°C until sectioning at 12 μm on a cryostat (Leica Biosystems, Wetzlar, DE). PVH and ARC tissue was collected from brain sections using laser capture microdissection with a PALM Robot Microbean (Carl-Zeiss, Gottingen, DE), and RNA extracted as described below. Library preparation and small RNA sequencing of the PVH and ARC samples was performed as described previously [40] using a TruSeq Small RNA Library Preparation kit (Illumina, Cambridge, UK). Libraries were sequenced using a HiSeq 4,000 platform. Raw reads were mapped to the mouse genome through bowtie v1.2.3. Reads per kilobase of transcript per million mapped reads were produced from RNA Sequencing raw output and statistically analysed through likelihood ratio test using edgeR version 3.36.0. A *P*-value cut off of <0.05 was used to determine significantly regulated miRNAs. Sequencing data has been deposited on the GEO data repository.

### 2.5. Cell culture and in vitro treatments

For neural progenitor cell culture, fetal hypothalamus (embryonic day 13) was rapidly dissected in ice cold buffer and neural progenitor cells were harvested by centrifugation (according to [41]) and cultured in Neurocult proliferation media (Stem Cell Technologies, Cambridge, UK) containing recombinant human EGF according to manufacturer’s instructions. Cells were cultured for 8 days in vitro before extraction of RNA as described below. mHypoE-N46 cells (generously donated by Dr. Clemence Blouet) were cultured in growth medium (high glucose Dulbecco’s modified Eagle medium supplemented with 5% fetal bovine serum, 1% Penicillin-Streptomycin, 2% L-glutamine) and treated for 24 h with glucose (20 mM), oleic acid (250 μm), linoleic acid (250 μm), palmitic acid (250 μm), or stearic acid (250 μm) (all from Sigma-Aldrich, Saint Louis, Missouri, USA). Mouse brain astrocyte cell line (C8-D1A, CRL-2541, ATCC, Manassas, Virginia, USA) were cultured in ATCC-formulated Dulbecco’s modified Eagle’s medium (Catalog No. 30–2002), supplemented with 10% fetal bovine serum, and treated for 24 h with glucose (20 mM), oleic acid (250 μm), palmitic acid (250 μm), or stearic acid (250 μm). After respective treatments, RNA was extracted as described below. To confirm regulation by miR-505-5p of predicted miR targets, mHypoE-N46 cells were transfected with a miR-505-5p mimic (miRCURY LNA miRNA mimic, Qiagen) or negative control, using Lipofectamine-3000 transfection kit (Invitrogen, Waltham, Massachusetts, USA). After 48 h of transfection, RNA was extracted for gene expression analyses.

### 2.6. Pulsed stable isotope labelling by amino acids in cell culture (pSILAC)

pSILAC proteomic methodology was performed as described previously [13]. Briefly, GT1-7 cells were cultured in regular DMEM media containing light lysine (Lys 0) in 2 cell culture dishes for 24 h and then transfected with miR-505-5p mimic or negative control. After 8 h, normal growth medium from both cell populations was replaced with SILAC media containing either heavy lysine [L-lysine-^13^C_6_-^15^N_2_ (Lys8)] or medium-heavy lysine [L-Lysine-^2^H_4_ (Lys4)] for the miR-505-5p mimic cells and miRNA negative control cells, respectively. After 24 h, protein extracts from both cell populations were combined and subjected to SDS-PAGE separation, digested with trypsin, and submitted to high performance liquid chromatography tandem mass spectrometry (HPLC/MS/MS). Raw signal data were processed in Maxquant 1.5.2.8 using a Uniprot Mus musculus database (downloaded on 29 January 2016; 24,802 sequences). Results were merged with predicted targets for miR-505-5p obtained from Target Scan (http://www.targetscan.org/vert_72/). After bioinformatic analysis, differentially expressed transcripts were validated by qPCR analysis. Pathway enrichment analysis was performed in Ingenuity Pathway Analysis (Qiagen). pSILAC raw data is available in S2 Data file.

### 2.7. RNA extraction and gene expression analysis

All RNA extraction from tissue and cultured cells was performed using the miRNeasy Micro Kit (Qiagen) to isolate total RNA including small RNAs. cDNA was reverse transcribed using a RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific) or miRCURY LNA RT Kit (Qiagen Sciences) for analysis of mRNA or miRNA, respectively. Gene expression was analysed using a StepOnePlus Real-Time PCR System (Thermo Fisher Scientific, USA) and either Power SYBR Green PCR Master Mix or Taqman Universal PCR Master Mix (both Thermo Fisher Scientific, USA). Relative quantification of mRNA and miRNA was calculated by the 2^-ΔΔCt^ method. Data were normalised to the geometric average of housekeeping genes *Snord68* and *Unisp6* when miRNA was analysed or to *Sdha* when target genes were analysed (the expression of housekeepers did not change between groups), and values were reported as fold changes compared to values obtained from the control group (set at 1.0). Primers for SYBR Green-based PCR of mRNA were obtained from Sigma Aldrich, miRCURY LNA assays for qPCR of miRNA were purchased from Qiagen, and TaqMan probes were obtained from Thermo Fisher Scientific. All primer sequences and assay IDs are listed in S1 Table.

### 2.8. Fatty acid uptake

mHypoE-N46 cells were cultured in a 24-well plate and transfected with miR-505-5p mimic or negative control as described above. After 48 h, cells were treated with 1 μm [1-^14^C]-oleic acid (PerkinElmer) diluted in high glucose DMEM containing 0.05% BSA for 1 h. Cells used for protein quantification were incubated in uptake medium not containing the radionuclide. After the incubation, media from wells were removed and transferred to 4 ml of scintillation fluid. Cells were carefully washed 3 times in 1 ml ice cold 0.1% fatty acid free BSA in PBS. After washing, cells were scraped into 200 μl RIPA buffer, transferred to microcentrifuge tubes, and centrifuged at 16,000 g for 10 min. A total of 100 μl of lysate was added to 4 ml of scintillation fluid and a beta scintillation counter used to measure concentration of radionuclide. The fatty acid uptake rate was calculated using the concentration of radionuclide, incubation time, and total protein amount (and expressed as pmol/min/mg).

### 2.9. Fatty acid metabolism

A fatty acid oxidation protocol was adapted from Pantaleao and colleagues [40]. Briefly, mHypoE-N46 cells were cultured in a 24-well cell culture dish and transfected with miR-505-5p mimic or negative control in triplicate. After 48 h of transfection, cells were washed with warm PBS and incubated in 500 μl of high-glucose DMEM containing 12.5 mM HEPES, 0.3% fatty acid-free BSA, 1 mM L-carnitine, 100 μm oleic acid, and 0.4 μCi/ml [1-^14^C]-oleic acid. The 200 μl of concentrated hydrochloric acid was injected into the wells, and the acid solution was left to incubate for an extra hour. The acid solution was then centrifuged at maximum speed (≥14,000 × g) for 10 min at 4°C and 500 μl supernatant transferred to a scintillation vial for radioactivity measurement of acid soluble metabolites from fatty acid metabolism (Acetyl-CoA, acyl-carnitines, etc.).

### 2.10. Characterisation of miR-505-5p targets in human datasets

miR-505-5p fatty acid metabolism-related target genes were mapped to orthologous genes in the human genome using ENSEMBL and integrated with common variant genome-wide association study (GWAS) data for body mass index (BMI), from the GIANT BMI study [42]. Each of the miR-505-5p target genes was annotated based on proximity to genome-wide significant signals (*p* < 5 × 10^−8^), in 1 Mb windows; 500 kb up- or downstream of the gene’s start or end site. For genes with proximal GWAS signals, we calculated genomic windows of high linkage disequilibrium (LD; R^2^ > 0.8) for each given signal and mapped these to the locations of known enhancers for the target genes, using the activity-by-contact (ABC) enhancer maps [43]. We also performed a gene-level Multi-marker Analysis of GenoMic Annotation (MAGMA) analysis [44], which collapses all observed genomic variants within a given gene and calculates aggregate gene-level associations to the phenotypic trait. Genes exhibiting an FDR-corrected MAGMA *p*-value <0.05 were considered significant. Finally, for genes in loci containing at least a suggestive level of GWAS significance (*p* < 5 × 10^−5^), we performed summary data-based mendelian randomisation (SMR) and heterogeneity in dependent instruments (HEIDI) tests (v1.02; [45]) using blood expression quantitative trait loci (eQTL) data from the eQTLGen study [46]. For the eQTL analyses, we considered gene expression to be associated with BMI if the FDR-corrected *p*-value for the SMR test was *p* < 0.05 and the *p*-value for the HEIDI test was >0.001.

### 2.11. Intra-cerebroventricular (ICV) injection of miR-505-5p mimic

Adult C57Bl/6J male mice were implanted with an intra-cerebroventricular (ICV) canula (Plastics One) in the lateral ventricle (coordinates from Bregma: anteroposterior −0.4, mid-lateral −1.0, and dorsoventral −2.3 mm). One week prior to the ICV surgery, mice were exposed to an HFD (60% fat) for familiarisation and for basal food intake measurement. After 5 days of recovery from surgery, mice received a 0.5 μm dose of a miR-505-5p mimic (Qiagen) or negative control combined with HiPerfect transfection reagent (Qiagen) into the lateral ventricle. The ICV treatment was repeated once every 24 h for 3 days through the cannula and ad lib food intake was measured once every 24 h.

### 2.12. Statistics

Data were analysed using Prism 8 (Graphpad, La Jolla, USA) by different tests according to the numbers of groups and time points: unpaired or paired *t* test (as specified) for experiments with 2 treatment groups, one-way ANOVA for experiments with 3 or more groups at 1 time point, mixed effects analysis for experiments with 2 or more groups over time. Tukey or Sidaks multiple comparisons test were performed after mixed effects analysis (as specified in figure legends). Outliers were detected by Grubb’s method. For pSILAC, statistical analysis of normalised labelled: unlabelled protein ratios was performed using multiple linear models with Bayesian correction using limma package (v.2.16.0) for R (v.4.1.2). All data are shown as mean ± SEM. In each case, *n* refers to the number of different litters represented.

### 2.13. Study approval

The animal studies performed in this manuscript were licensed by the UK Home Office under project license P5FDF0206 and approved by the University of Cambridge Animal Welfare and Ethical Review Body and by the Ethics Committee of Animal Welfare from Instituto de Ciencias Biomedicas—Universidade de Sao Paulo (protocol number 72/2017).

## 3. Results

### 3.1. Male offspring born to obese mothers show increased intake of a high-fat diet and subsequent increased adiposity

Maternal diet-induced obesity during pregnancy has been suggested to program increased food intake and subsequently adiposity in the offspring. We recorded food intake, body weight, and adiposity of male offspring born to obese and control mothers, who were weaned onto either a normal chow or an obesogenic HFD from weaning until 8 weeks of age (Fig 1A). Male offspring of obese mothers (Off-Ob chow) did not consume more calories during ad lib feeding over this period when weaned onto a chow diet compared to the offspring of lean mothers fed a chow diet (Off-C chow) (Fig 1B). However, when weaned onto an HFD, offspring born to obese mothers (Off-Ob HFD) showed significantly higher daily caloric intake from 6 weeks of age compared to offspring of lean mothers weaned onto the same HFD (Off-C HFD) (Fig 1C). In a two-bottle choice test for sucrose performed in male mice, all mice preferred sucrose solution to water (i.e., a preference >50%) and both sucrose preference and absolute intake of sucrose increased with increasing sucrose concentration (Fig 1D and 1E). There was no significant effect of perinatal exposure to maternal obesity on absolute sucrose preference (Fig 1D) or sucrose intake (Fig 1E) in offspring.

There was no effect of perinatal exposure to maternal obesity on offspring body weight over the period studied (i.e., up to 8 weeks of age), regardless of whether offspring were weaned onto a chow diet (Fig 1F) or an HFD (Fig 1H). Longitudinal adiposity measurements showed increased adiposity in all animals weaned onto an HFD compared to chow fed animals; but this increase in adiposity was greater in offspring of obese mothers (Fig 1I). We have previously shown that energy expenditure is unchanged in male mice exposed to maternal obesity at 8 weeks of age [14] so the increased intake of an HFD is the likely cause of increased adiposity.

### 3.2. Maternal obesity programs increased expression of miR-505-5p in offspring hypothalamus from fetal to adult life

In order to investigate the effect of exposure to maternal obesity on miRNA expression profile in the offspring hypothalamus, we analysed the miRNA profile of 2 key nuclei, the paraventricular nucleus (PVH) and arcuate nucleus (ARC) of the hypothalamus, in young adult chow-fed male mice born to obese mothers or lean control mothers. 

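Small RNA libraries of laser-captured ARC and PVH tissue were analysed from chow-fed male mice at 8 weeks of age, with 6 Off-C and 5 Off-Ob libraries in each nucleus. The 6 Off-C mice gave a library of both nuclei, as did 4 Off-Ob mice. The remaining Off-Ob ARC library came from mouse F6A and the remaining Off-Ob PVH library from mouse F14A. The authors' values are log2(CPM + 1) of 172 miRNAs, where CPM count reads against the library's total times a scale factor of each library. Whole reads were recovered from them, and all 3784 values lay within 0.01 of a whole read. ARC libraries held 22680 to 91790 reads and PVH libraries 22495 to 61476, so that 1 read stood for 10.6 to 93.8 CPM in the ARC and for 18.4 to 39.7 CPM in the PVH. Off-Ob and Off-C were compared within each nucleus by limma on the log2 values, with a variance trend and Benjamini-Hochberg adjustment over the 172 miRNAs, each of which reached a CPM of 1 in at least 5 of the 11 libraries. On simulated reads with the spread of the Off-C libraries, an adjusted p under 0.05 recovered 70.0% of the miRNAs given a log2 change of 1 in the ARC and 64.5% in the PVH. For a log2 change of 2 the shares were 94.0% in the ARC and 87.5% in the PVH. The spread among the real Off-Ob libraries of the ARC was larger than the simulated one.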

Small RNA sequencing analysis highlighted 4 miRNA that were dysregulated in the PVH (S2 Table) and 14 in the ARC (S3 Table) of offspring exposed to maternal obesity. 

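No single miRNA differed between Off-Ob and Off-C mice past the adjusted threshold in the ARC or in the PVH. In the ARC, miR-344e-3p, miR-6540-5p, miR-5105, let-7g-5p, miR-505-5p and miR-5126 were higher in Off-Ob mice at an unadjusted p under 0.05. At the same threshold miR-181c-5p, miR-24-1-5p, miR-132-3p and miR-326-3p were lower. The calls depend on the scaling. Median-ratio scaling called miR-181c-5p and miR-24-1-5p but not miR-132-3p or miR-326-3p. Trimmed-mean scaling was computed from read shares and applied on top of the authors' scale factor, so the same difference can be corrected again. After it 10 miRNAs were past the threshold, all higher, and none of the 4 lower miRNAs was among them. The 4 stayed lower there, at -0.37, -0.50, -0.76 and -0.39 in the order named. Plain CPM, chosen after seeing the data, gave 4 higher and 11 lower. In the PVH no miRNA reached an unadjusted p under 0.05. By limma, 0 of 172 miRNAs passed an adjusted p of 0.05 in the ARC, against 10 unadjusted, and 0 in the PVH, against 0 unadjusted. limma-voom on the recovered reads, chosen after seeing the data, gave 8 in the ARC and 0 in the PVH without adjustment, and 0 in both with it. The smallest p of the ARC belonged to miR-181c-5p, whose hairpin Mir181c lies on chromosome 8 of GRCm38 from 84178873 to 84178961. It measured 8.96 ± 0.14 (SD, n = 5) in Off-Ob and 9.69 ± 0.16 (SD, n = 6) in Off-C mice on the log2(CPM + 1) scale, a log2 fold change of -0.73 (SE 0.18, adjusted p = 0.32 from limma). All 5 Off-Ob libraries were below every Off-C library. It was the only miRNA of the ARC whose groups did not overlap, where chance gives 0.433% of the 172 miRNAs. miR-132-3p, a miRNA enriched in neurons, had a log2 fold change of -1.13 (SE 0.50) and was below the Off-C mean in 4 of 5 Off-Ob libraries. Mice F6A and F42A carried it, with -0.74 without F6A and -0.17 without both.
The let-7 family stood out among the miRNA lists fixed before the data were examined. All 10 measured members were higher in the ARC of Off-Ob mice, by 0.039 to 0.96 on the log2 scale, although let-7i-5p was lower without the scale factor and let-7g-5p after quantile normalization. The family mean was higher by 0.64 (adjusted p = 1.9e-05 from limma's camera with a preset correlation of 0.01). With the correlation estimated from the data, 0.64, the adjusted p was 0.54, so this call does not hold. No member passed an adjusted p of 0.05, either over all miRNAs or adjusted over the list alone, and 7 of the 10 members stand in S3 Table, so the list was partly chosen by the paper on these libraries. Across the libraries, the family mean was 14.57 ± 0.92 (SD, n = 5) in Off-Ob and 13.93 ± 0.21 (SD, n = 6) in Off-C mice (exact permutation test, two-sided p = 0.0996). Mice F42A and F6A reached 16.03 and 14.94, while the other 3 Off-Ob mice lay between 13.84 and 14.08, and the difference was 0.28 without F42A and 0.031 without both. How reads that match several let-7 members were assigned is not named in the paper's text, so single members are uncertain. The 13 entries with a miRBase number of 2000 or above, such as miR-6540-5p and miR-5105, had a mean log2 fold change of 0.33, with 8 higher and 5 lower (adjusted p = 0.032 from limma's camera, 0.72 with the estimated correlation). Without F42A that mean was 0.065 and the call ended, as it did without RC5A, RC9A or F12A. Of the 11 neuron-enriched miRNAs 8 were lower, with a mean log2 fold change of -0.61 (adjusted p = 0.44 from limma's camera). That mean was -0.34 without F42A and 0.014 without F42A and F6A. The lists for energy balance, red blood cells, vessels and the imprinted chromosome 12 cluster had adjusted p-values from 0.85 to 0.88 in the ARC. For energy balance the mean was -0.067, while the median was 0.053 and the test pointed upward. In the PVH all 7 lists had adjusted p-values from 0.85 to 0.95, and the mean log2 fold change of the let-7 family was 0.0079, with a median of -0.046 and a test that pointed downward. The vessel list also had a test that pointed downward there, beside a mean of 0.057.

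**Figure D1:**
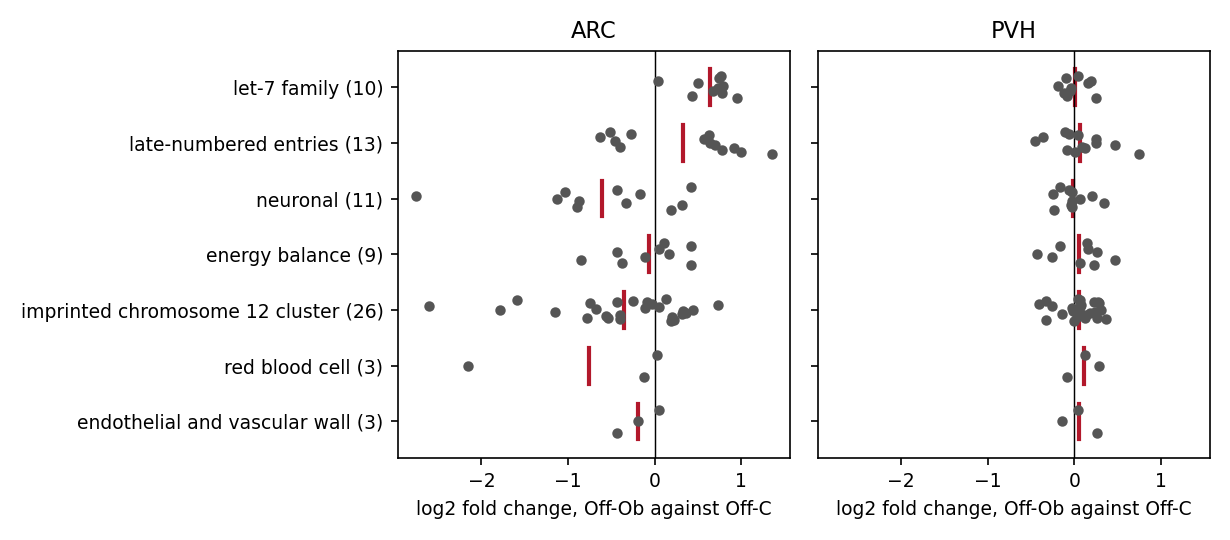
Log2 fold changes of Off-Ob against Off-C mice for the members of 7 miRNA lists in the ARC and the PVH. Each point is 1 miRNA, the red bar is the mean of its list and the number of measured members stands in parentheses. The 10 let-7 members lie between 0.039 and 0.96 in the ARC, where let-7i-5p is lower without the scale factor and let-7g-5p after quantile normalization, and between -0.19 and 0.25 in the PVH.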

The miRNA miR-505-5p, which is conserved between mice and humans (Fig 2A) showed a striking increased expression in both the ARC (Fig 2B) and PVH (Fig 2C) of offspring born to obese mothers in comparison to offspring of control mothers. 

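In the ARC, miR-505-5p was higher in Off-Ob than in Off-C mice, chiefly through 2 of the 5 Off-Ob libraries, and the difference did not pass the adjusted threshold. In the PVH it was not higher. The mature miR-505-5p, GGGAGCCAGGAAGTATTGATGT, is the 5p arm of the Mir505 hairpin (ENSMUSG00000070081.2), which lies on chromosome X of GRCm38 from 60394403 to 60394492 on the minus strand. The arm spans 60394452 to 60394473. On the log2(CPM + 1) scale, the ARC level was 10.19 ± 1.92 (SD, n = 5) in Off-Ob and 8.44 ± 0.81 (SD, n = 6) in Off-C mice. The log2 fold change was 1.76 (SE 0.77, adjusted p = 0.49 from limma), and an exact permutation test over 462 splits gave a two-sided p of 0.054. All 5 Off-Ob libraries exceeded the Off-C mean, and those of mice F42A and F6A exceeded every Off-C library, at 13.29 and 10.87. The other 3 Off-Ob mice lay between 8.92 and 8.95. F42A and F6A also stood apart as whole libraries. Their median correlation with the other ARC libraries was 0.67 and 0.84, against 0.93 or more for the rest. The let-7 family took 79.1% and 64.2% of their reads, against 33.8 to 46.8% in Off-C libraries. The unadjusted call of miR-505-5p ended in 7 of 11 leave-one-out fits and in limma-voom. Without F42A the log2 fold change was 0.98, and without both it was 0.50 (adjusted p = 0.99 from limma). F42A gave 107 miR-505-5p reads of 22680, or 0.472% (95% Wilson interval 0.391 to 0.570%), and F6A gave 77 of 47207, or 0.163% (0.131 to 0.204%). Off-C ARC libraries held 8 to 42 such reads, at most 0.101% (0.0751 to 0.137%). These intervals cover counting error only. In the PVH, miR-505-5p was 8.37 ± 0.36 (SD, n = 5) in Off-Ob and 8.57 ± 0.58 (SD, n = 6) in Off-C mice. This is a log2 fold change of -0.19 (SE 0.30, adjusted p = 0.98 from limma; exact permutation test, two-sided p = 0.53), and its 95% interval ended at 0.45. Only with estimated library weights, chosen after seeing the data, was the PVH value above 0, at 0.013. PVH libraries held 7 to 20 miR-505-5p reads in Off-C and 8 to 24 in Off-Ob mice. The difference between the ARC and PVH effects was 1.96 on the log2 scale (SE 0.89, adjusted p = 0.67 from limma with the mouse as a block), and 1.24 without the ARC library of F42A. Over the 10 mice with both libraries, an exact permutation test of ARC minus PVH gave a two-sided p of 0.13.

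**Figure D2:**
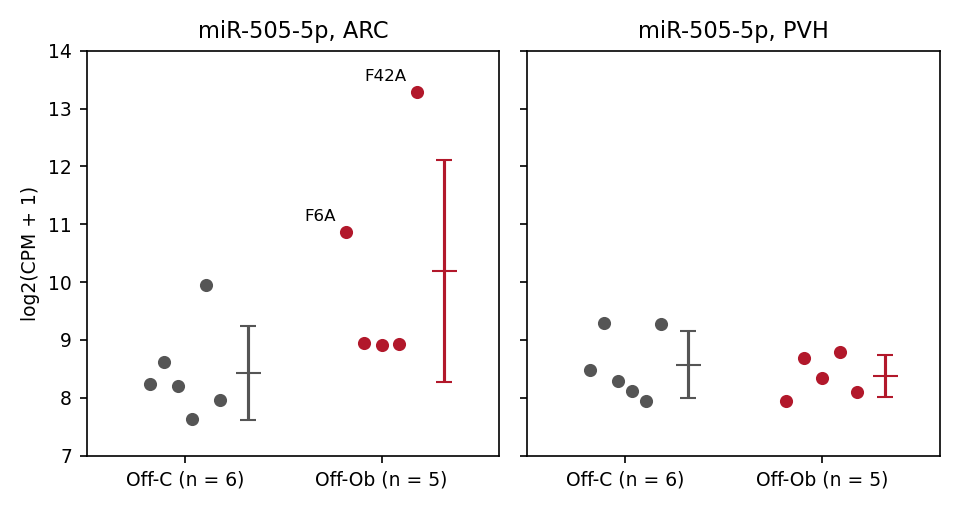
Level of miR-505-5p as log2(CPM + 1) in the ARC and the PVH of Off-C and Off-Ob mice. Each point is the library of 1 mouse, and the bars give the mean and SD. In the ARC, mice F42A and F6A sit at 13.29 and 10.87, above every Off-C library.

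miR-505-5p followed the let-7 family across the 11 ARC libraries (Pearson r = 0.97, permutation p = 9.0e-05, adjusted p = 0.00036; Spearman rho = 0.75, permutation p = 0.011, adjusted p = 0.045). Without the 2 libraries farthest from the median let-7 level, r was 0.74. Among the 6 Off-C ARC libraries alone, r was 0.82 (exact permutation p = 0.026, adjusted p = 0.053) and rho 0.60 (exact permutation p = 0.24, adjusted p = 0.24). That relation rests on its 2 farthest libraries, since r without them was -0.45. Across the 11 PVH libraries r was 0.56 (permutation p = 0.074, adjusted p = 0.076) and rho 0.52 (permutation p = 0.11, adjusted p = 0.14), and r was 0.35 without the 2 farthest. In the 6 Off-C PVH libraries r was 0.78 (exact permutation p = 0.076, adjusted p = 0.076) and rho 0.77 (exact permutation p = 0.10, adjusted p = 0.14), with r at 0.72 without the 2 farthest. The adjusted values cover these 4 relations. Both levels carry the same scale factor of each library, so part of each r can come from it. In the ARC the factor was 0.470 in F42A and 0.872 in F6A, against 1.03 to 1.21 in Off-C libraries. The correlations were not run without the factor. The paper reports miR-505-5p as increased in both nuclei of Off-Ob mice (Fig. 2B and 2C). It states that qPCR in a separate cohort bore out the sequencing (Fig. 2D), a panel that its legend places in the ARC.

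**Figure D3:**
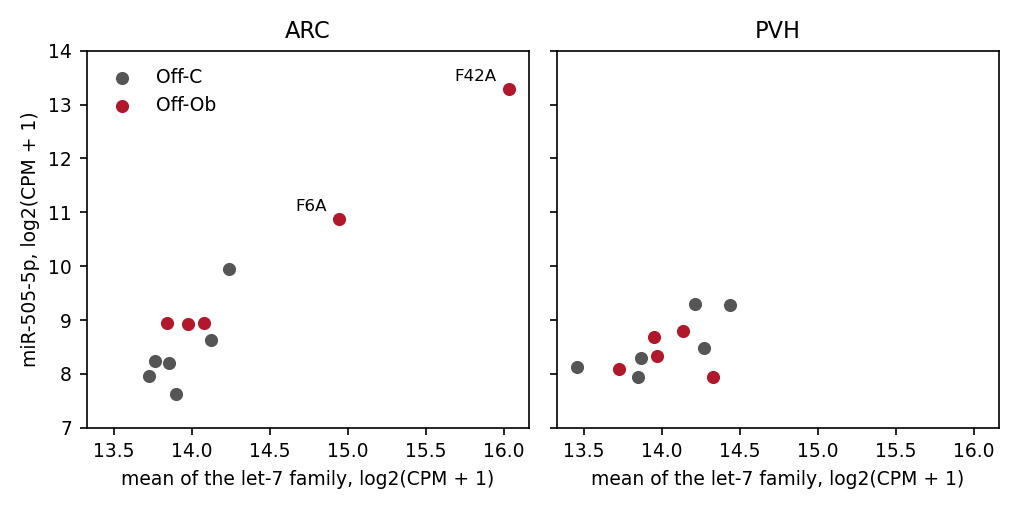
Level of miR-505-5p against the mean of the 10 let-7 family members, both as log2(CPM + 1), in the ARC and the PVH. Each point is 1 library. F42A and F6A carry the highest values of both axes in the ARC.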

The results of the small RNA sequencing analysis were validated by qPCR for miR-505-5p in a separate cohort of young adult male mice (Fig 2D). In control animals, miR-505-5p was expressed at a higher level in the hypothalamus than 2 other regions of the brain we examined (cortex: 1.00 ± 0.06, hippocampus: 1.64 ± 0.14, hypothalamus: 2.66± 0.19 (A.U. normalised to cortex)). In contrast to findings in the hypothalamus, exposure to maternal obesity did not result in altered expression of miR-505-5p in either the cortex (OffC: 1.00 ± 0.06, OffOb: 1.01 ± 0.10 (A.U. normalised to OffC cortex)) or hippocampus (OffC: 1.64 ± 0.14, OffOb: 1.41 ± 0.36 (A.U. normalised to OffC cortex)), confirming that exposure to maternal obesity increases expression of miR-505-5p specifically in the hypothalamus.

**Fig 2:**
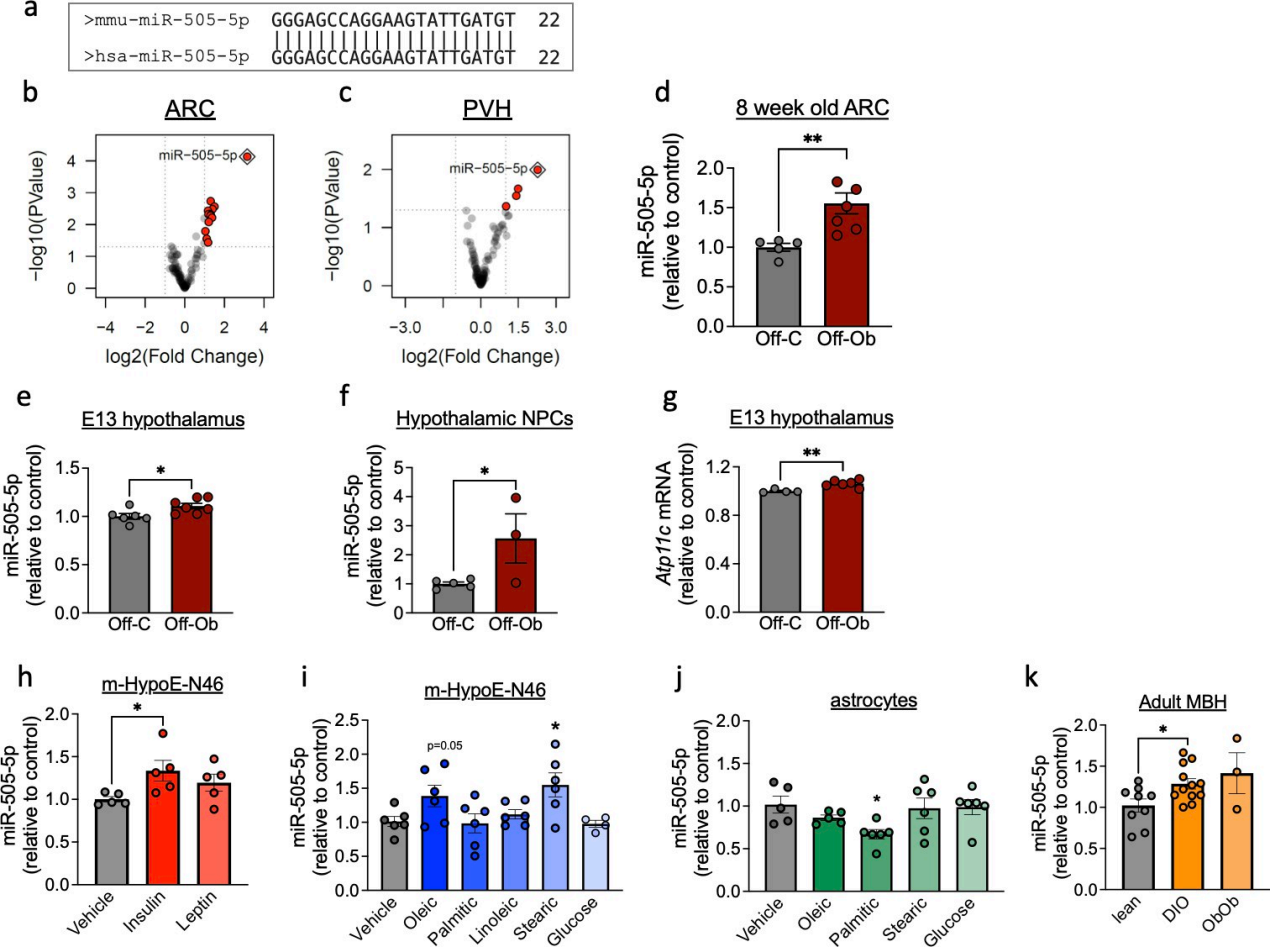
Hypothalamic miR-505-5p expression is increased in offspring of obese mothers from fetal to adult life and in vitro in neurons by exposure to metabolic hormones and fatty acids. (a) Sequence overlap of mature miR-505-5p in mice and humans. (b, c) Volcano plot of small RNA sequencing results showing significant overexpression of miR-505-5p (red dot surrounded by blue diamond) in the ARC (b) and PVH (c) of 8-week-old offspring born to obese mothers compared to offspring of lean mothers. (d–f) qPCR analysis of miR-505-5p expression in (d) ARC at 8 weeks of age; (e) in whole hypothalamus at E13; (f) in hypothalamic neural progenitor cells extracted at E13 and cultivated as neurospheres for 8 days in vitro. (g) *Atp11c* (miR-505-5p host gene) mRNA levels in E13 whole hypothalamus. (h) miR-505-5p relative expression of mHypoE-N46 cells exposed to insulin or leptin. (i) miR-505-5p relative expression of mHypoE-N46 cells exposed to oleic acid, palmitic acid, stearic acid, linoleic acid, and glucose for 24 h. (j) miR-505-5p relative expression of C8-D1A (astrocyte) cells exposed to oleic acid, palmitic acid, stearic acid, and glucose for 24 h. (k) miR-505-5p relative expression in MBH in lean, diet-induced obese or genetically obese (Ob/Ob) male mice.* *P* < 0.05, **P < 0.01. Statistical significance was determined with unpaired *t* test. Outliers were excluded from (g) for obese group (outlier excluded value 0.878) and (j) for oleic acid treatment (outlier excluded value 1.554). The underlying data are provided as S1 Data file. ARC, arcuate nucleus of hypothalamus; DIO, diet-induced obese; MBH, mediobasal hypothalamus; NPC, neural progenitor cell; PVH, paraventricular nucleus of hypothalamus.

In order to ascertain how early in life the overexpression of miR-505-5p is established, we analysed miR-505-5p expression in fetal hypothalamic samples and found a significant up-regulation of the miRNA in E13 fetuses exposed to maternal obesity (Fig 2E). To determine if this overexpression is maintained outside the intrauterine environment, which would suggest a cell-autonomous programmed effect, we analysed hypothalamic NPC from E13 offspring and found overexpression of miR-505-5p in NPC after 8 days grown in vitro (Fig 2F). miR-505-5p sits in the gene *Atp11c*, a type IV P-type ATPase. The expression of *Atp11c* was also increased (though to a lesser extent than the miRNA) in the hypothalamus of fetuses exposed to maternal obesity, showing that miR-505-5p is at least in part regulated along with the host gene (Fig 2G). These data show that miR-505-5p overexpression is permanently programmed in the hypothalamus following perinatal exposure to maternal obesity and is a potential candidate to mediate the long-term effects of maternal overnutrition on offspring hypothalamic function.

### 3.3. Insulin and specific fatty acids increase the expression of miR-505-5p in a hypothalamic neuronal cell line in vitro

We next sought to uncover which factors related to maternal obesity could be responsible for the increase in miR-505-5p in hypothalamus. We have previously reported an increase in circulating levels of insulin and leptin in the serum of diet-induced obese dams in our mouse model [37]. Application of insulin, but not leptin, to a hypothalamic neuronal cell line (mHypoE-N46) caused an increase in expression of miR-505-5p (Fig 2H). We have previously conducted mass spectrometry analysis of the HFD pellet to establish the primary FA components of the obese dam diet and found the FAs in greatest abundance were palmitic, stearic, oleic, and linoleic acid [47]. We therefore sought to identify whether any of these FAs can alter the expression of miR-505-5p in mHypoE-N46 cells. The expression of miR-505-5p was increased in neurons after oleic and stearic acid treatment (Fig 2I). Neither palmitic nor linoleic acid treatment caused overexpression of miR-505-5p in neurons (Fig 2I). As the obesogenic diet fed to obese dams is supplemented with condensed milk which is high in sucrose, we also tested to see whether glucose could regulate expression of miR-505-5p in vitro. Glucose did not alter the expression of miR-505-5p in hypothalamic cells in vitro (Fig 2I). As astrocytes are also reported to be involved in hypothalamic FA sensing, we also tested whether miR-505-5p was expressed in C8-D1A cells and if so whether the expression was regulated by components of the obesogenic diet used in our model. Although miR-505-5p is expressed in astrocytes, it was not regulated by FAs in the same manner we observed in neurons (Fig 2J). In fact, we observed a down-regulation of miR-505-5p expression in response to palmitic acid in astrocytes (Fig 2J).

In addition to regulation by nutrients and hormones known to be altered in pregnancies complicated by obesity, we also examined whether miR-505-5p levels are modulated in vivo by long-term obesity. We used 2 separate obesity models to delineate the effects of obesity per se from consumption of a high-calorie diet: diet-induced obese animals and leptin-deficient *Ob/Ob* animals (fed a chow diet). The expression of miR-505-5p in the hypothalamus was increased in male mice with diet-induced obesity (Fig 2K) and there was a trend towards increase in mice with genetic obesity (analysed by one-way ANOVA). This shows that hypothalamic miR-505-5p is regulated by current obesity in adult animals (independent of an HFD), as well as by factors associated with maternal obesity.

### 3.4. miR-505-5p targets identified by pSILAC are involved in FA uptake and metabolism

miRNAs are known to regulate gene function through degradation of mRNAs and/or via inhibition of protein translation. We performed a proteomic analysis to identify targets of miR-505-5p by pSILAC following transfection of a miR-505-5p mimic in a hypothalamic cell line, GT1-7 (Fig 3A). Cumulative fraction analysis showed that proteins encoded from mRNAs containing binding sites for miR-505-5p according to TargetScan (v. 7.2) were down-regulated by the miR-505-5p mimic, showing that the pSILAC was effective in identifying proteins regulated as a consequence of overexpression of miR-505-5p (Fig 3B). pSILAC data was overlaid with predicted targets containing the miR-505-5p seed sequence identified by TargetScan and miRbase to identify potential direct targets (Fig 3C).

**Fig 3:**
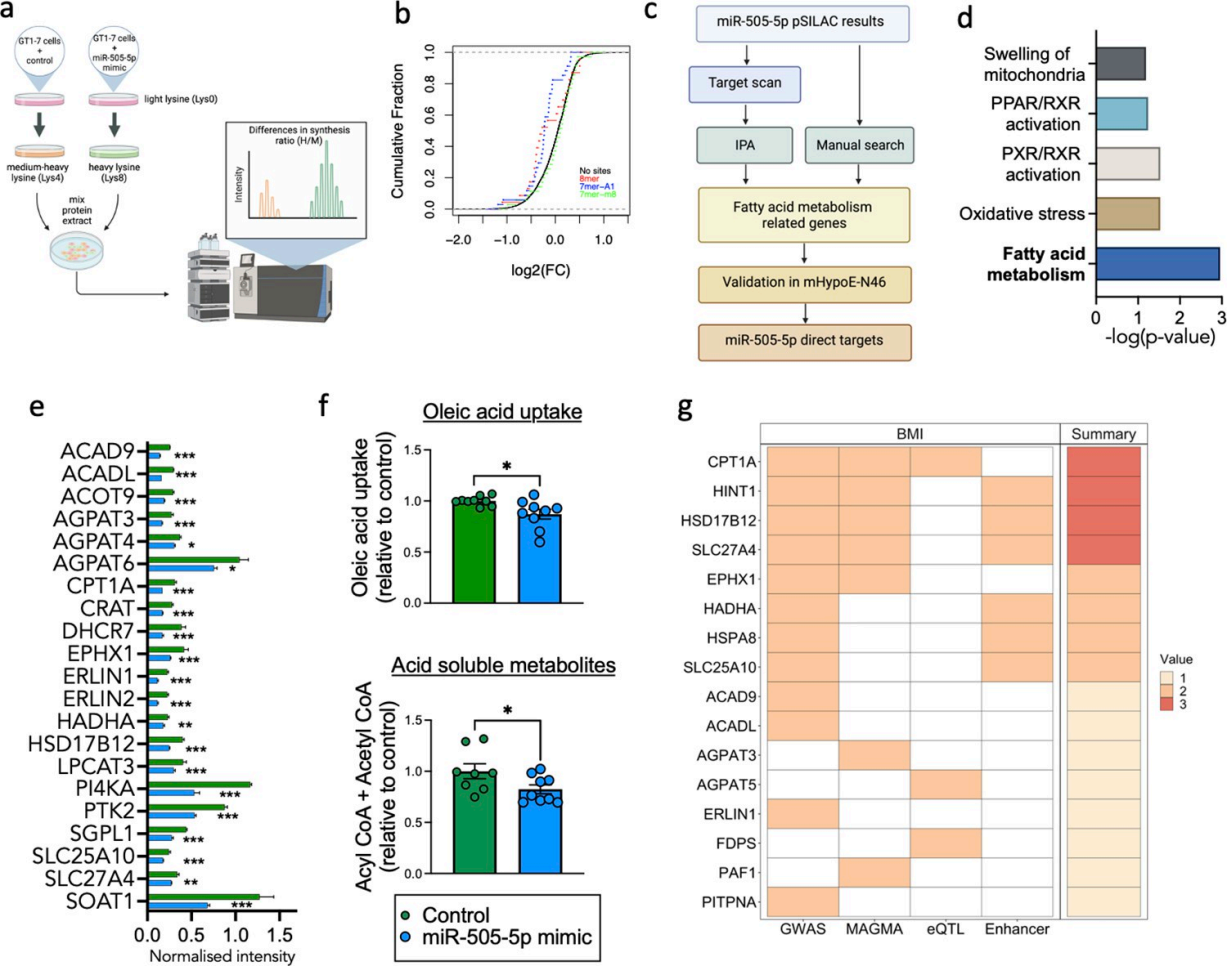
miR-505-5p targets are involved in FA metabolism and genetically associated with BMI in humans. (a) Diagram of pulsed SILAC experiment in GT1-7 cells to identify targets of miR-505-5p. (b) Cumulative fraction analysis of lys8-labelled: lys4-labelled proteins ratio according to occurrence and type of mRNA binding site for miR-505-5p, as predicted by TargetScan (v. 7.2). (c) Workflow used to identify direct targets of miR-505-5p. (d) Top regulated pathways among miR-505-50 direct targets as reported in IPA. (e) miR-505-5p target proteins of interest identified through IPA and manual search of pSILAC data. (f) Radiolabelled oleic acid metabolism into acid-soluble metabolites and oleic acid uptake in mHypoE-N46 following transfection with either a miR-505-5p mimic or control for 48 h. (g) Heatmap showing the overlap between human orthologs of identified miR-505-5p FA metabolism-related target genes in mice and human genetic datasets. Target genes were annotated on the basis of (i) proximity to GWAS signals, (ii) aggregate gene-level associations to the trait, (iii) colocalization between the GWAS and eQTL data, and (iv) the presence of known enhancers within the GWAS signals. Total number of the observed concordant predictors (out of 4) is displayed in the summary panel. Expanded results can be found in S4 Table. *p < 0.05, ** *p* < 0.01, *** *p* < 0.001. Statistical significance was determined by unpaired *T* test. The underlying data are provided as S1 Data file. BMI, body mass index; eQTL, expression quantitative trait loci; FA, fatty acid; GWAS, genome-wide association study; IPA, Ingenuity Pathway Analysis.

Ingenuity Pathway Analysis (IPA) revealed that miR-505-5p targets are enriched for processes related to FA metabolism, followed by oxidative stress and mitochondrial processes (Fig 3D). After conducting a manual search in addition to the IPA, we identified 30 proteins related to FA metabolism pathways that were significantly dysregulated in the pSILAC experiment. Twenty-one of these FA-related proteins were down-regulated after miR-505-5p overexpression (Fig 3E), suggesting an overall reduction in FA metabolism processes in the cells. We next investigated the functional consequences of overexpression of miR-505-5p in a hypothalamic cell line on FA oxidation and FA uptake processes. We used radiolabelled oleic acid to show that oleic acid metabolism into acid-soluble metabolites (Fig 3F) and oleic acid uptake (Fig 3F) were decreased in hypothalamic neurons after miR-505-5p overexpression. As FA uptake and metabolism to Acetyl-CoA and TCA cycle intermediates are thought to be key steps through which neurons are able to sense circulating FA levels, these results suggest that increased miR-505-5p in vivo*—*through an impact on hypothalamic FA uptake and oxidation—could alter the subsequent ability of the neurons to sense circulating LCFA levels.

### 3.5. miR-505-5p and its targets are associated with BMI in humans

A recent study of 3,000 adults has identified circulating miR-505-5p levels as being one of only a few miRNA positively associated with BMI in humans [48]. To further understand the contribution of miR-505-5p targets to human metabolic health, we mined phenotypic and genetic data from human population studies by assessing data from a common variant GWAS of BMI (*N* = 806,834) [42]. Of the 30 human orthologues to the FA metabolism-related targets of miR-505-5p, 12 genes were proximal to common variant genome-wide significant signals; when variants were analysed at the gene-level using MAGMA, 7 genes were significantly associated with BMI (S4 Table). As most common variant GWAS signals are intronic or intergenic, we overlayed these associations with other datasets to understand whether the associated variants can be functionally linked to our target genes (Fig 3G). Genomic variants within 6 of the BMI association signals are within regions of known enhancers [43]. We also observed colocalization between these signals and gene expression levels for 3 target genes.

Across these analyses, our human genetic analyses had the greatest support for CPT1A, HINT1, HSD17B12, and SLC27A4, which had the greatest number of variant to gene predictors (Fig 3G). For CPT1A, the BMI GWAS colocalised with CPT1A eQTLs (FDR-corrected P SMR = 5.94 × 10^−5^ and P HEIDI = 0.002, S4 Table), while signals proximal to HINT1, HSD17B12, and SLC27A4 all overlapped with known enhancers for these genes. Collectively, these observations suggest that several of the novel miR-505-5p target genes we identified are functionally associated with increased BMI in humans.

### 3.6. miR-505-5p overexpression in vitro, as well as in utero exposure to maternal obesity, causes down-regulation of genes related to FA sensing in hypothalamic cells

As described above, a manual search combined with the IPA identified 30 genes linked to FA metabolism (Fig 3E). Among the genes related to FA metabolism that were down-regulated by miR-505-5p were genes related to FA transport (*Slc25a10* and *Slc27a4* (that encodes the protein FATP4)) and FA oxidation (*Acot9*, *Agpat3*, *Cpt1a*, and *Soat1*). To confirm the down-regulation of predicted miR-505-5p targets relevant to FA metabolism, we measured expression of these genes following transfection of a miR-505-5p mimic in the mHypoE-N46 hypothalamic cell line. miR-505-5p mimic treatment decreased the mRNA expression of *Acot9*, *Agpat3*, *Cpt1a*, *Slc25a10*, *Slc27a4*, and *Soat1* (Fig 4A), compared to cells treated with a vehicle control.

**Fig 4:**
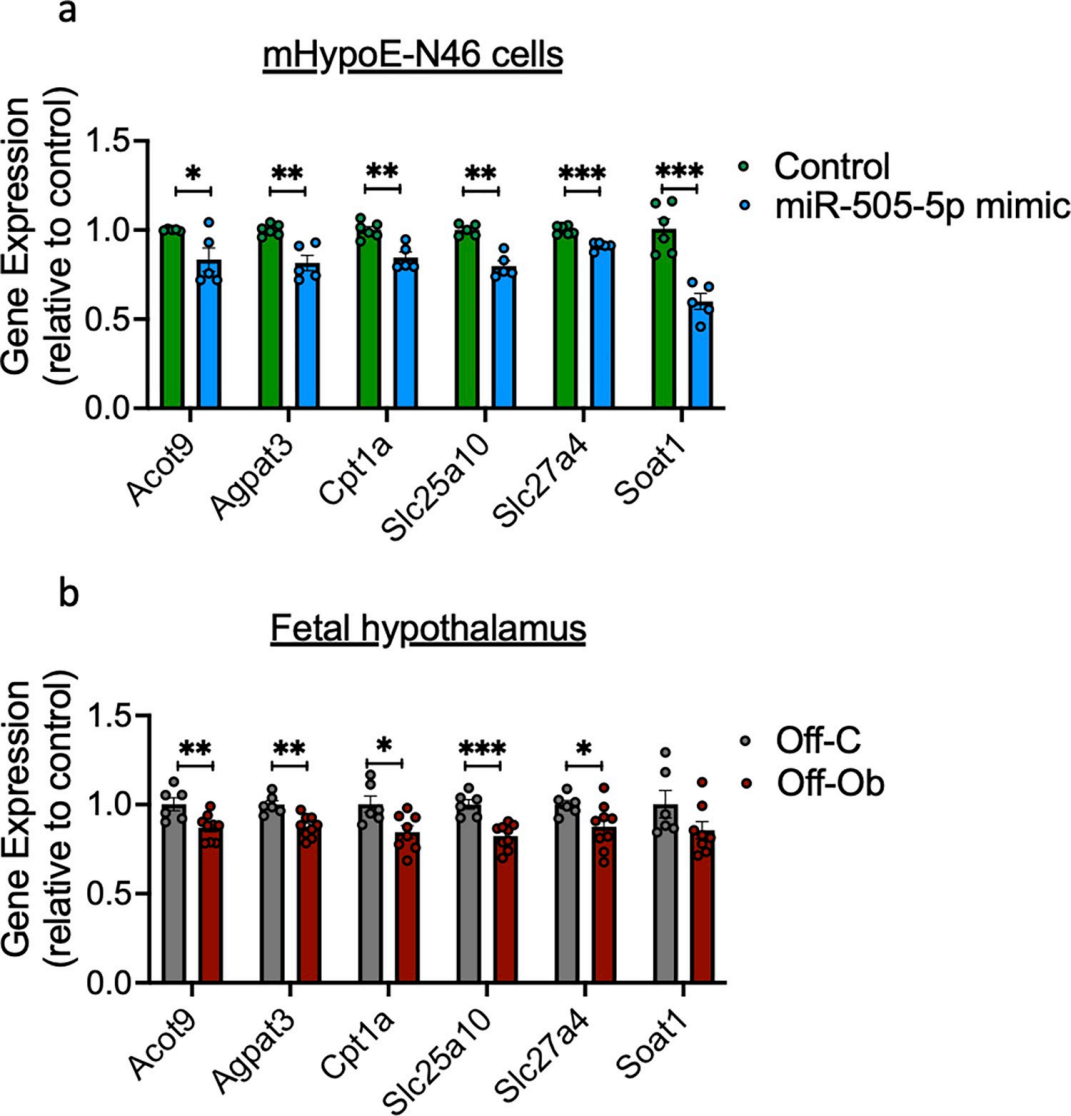
miR-505-5p target genes related to FA sensing are down-regulated after treatment with miR-505-5p in vitro and in fetal hypothalamus of offspring from obese mothers. (a) Relative mRNA expression of genes related to lipid metabolism in mHypoE-N46 cells after treatment with a miR-505-5p mimic and (b) in the hypothalamus of fetuses from control or obese pregnancy at E13 * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. Statistical significance was determined by unpaired *T* test. Outliers were excluded from (a) for miR-505-5p mimic (Cpt1a outlier excluded value 1.19, Soat1 outlier excluded value 1.71). The underlying data are provided as S1 Data file. FA, fatty acid.

Decreased mRNA expression of the genes *Acot9*, *Agpat3*, *Cpt1a*, *Slc25a10*, and *Slc27a4* was also observed in the fetal hypothalamus at E13 of offspring from obese mothers, compared to the offspring of lean mothers (Fig 4B). This is consistent with our observed increase in hypothalamic miR-505-5p levels at E13 (Fig 2E). These data show that both overexpression of miR-505-5p in a hypothalamic cell line mHypoE-N46 in vitro and exposure to maternal obesity in vivo—which we have shown programs increased miR505-5p in the hypothalamus—down-regulate the expression of genes related to FA metabolism.

### 3.7. Intra-cerebroventricular injection of miR-505-5p increases high-fat—but not chow—pellet intake

Our results demonstrate that targets of miR-505-5p in the hypothalamus include genes involved in neuronal FA sensing and that manipulation of miR-505-5p levels reduces rates of neuronal FA uptake and metabolism. Previous studies have suggested that neuronal FA uptake and metabolism are key processes that allow neurons to sense circulating FA levels and initiate appropriate adjustments to parameters including food intake [22]. We therefore hypothesised that overexpression of miR-505-5p would alter the ability of hypothalamic neurons to sense circulating FA levels and result in a change in food intake. To verify whether miR-505-5p has a direct effect in vivo in the brain in FA sensing—and therefore food intake—we performed ICV administration of a miR-505-5p mimic or a negative control and measured ad lib intake of high-fat diet or chow diet for 3 consecutive days following surgery (Fig 5A). Increased miR-505-5p in the hypothalamus after ICV injection of the miR-505-5p mimic was confirmed on postmortem dissection (Fig 5B). Mice that received the miR-505-5p mimic ICV had increased HFD intake compared to mice that received a negative control treatment (Fig 5C). The increase in food intake caused by ICV miR-505-5p was exclusively seen when animals were given the HFD; ICV miR-505-5p did not increase food intake when animals were fed a chow diet (Fig 5D).

**Fig 5:**
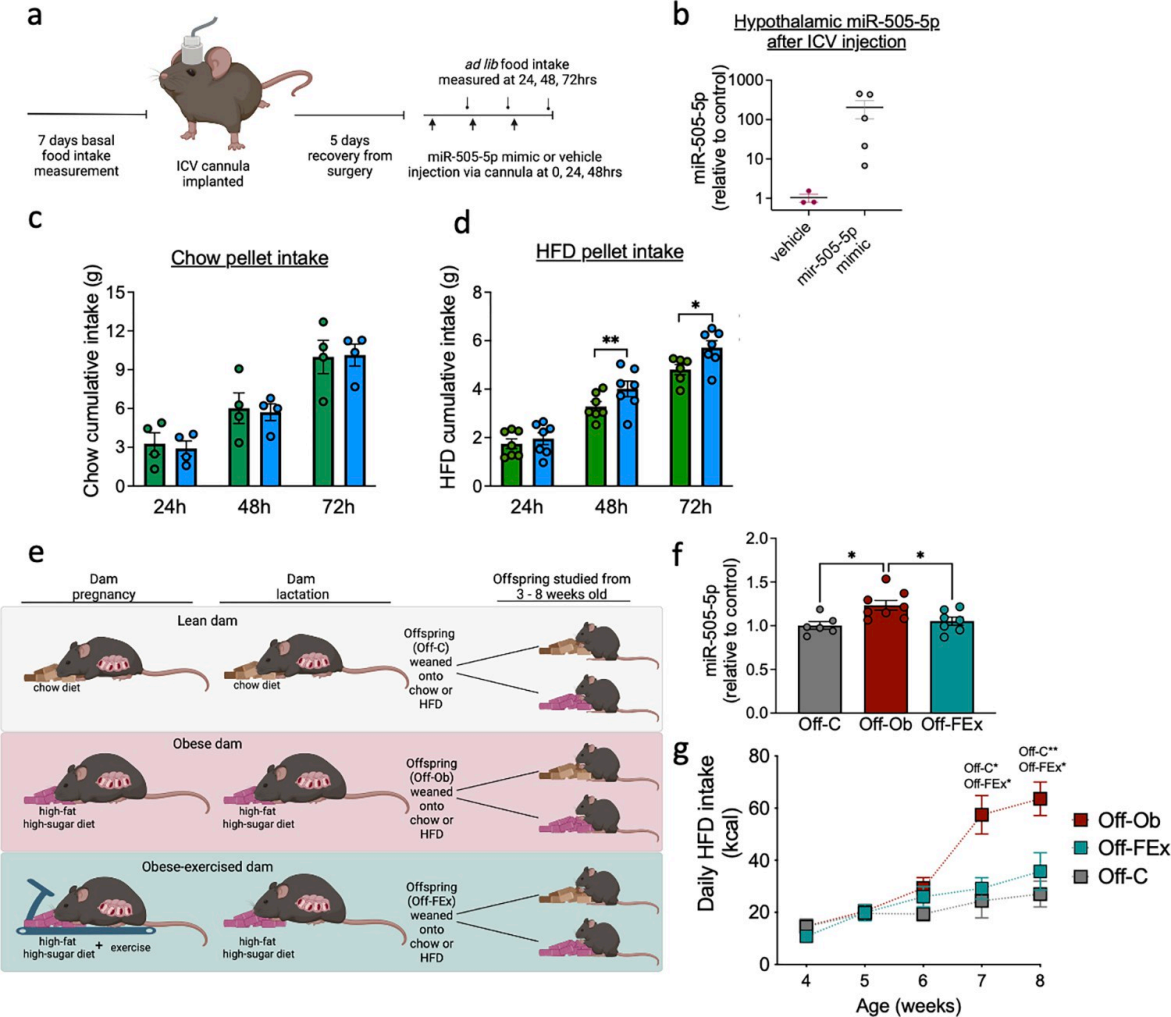
ICV injection of miR-505-5p in adult mice increases intake of an HFD, while a maternal exercise intervention corrects offspring hypothalamic miR-505-5p levels and reduces intake of an HFD. (a) Diagram depicting surgical schedule. Mice were allowed to recover for 5 days post-implanted of an ICV cannula into the lateral ventricle. Mice then received injection of either a vehicle or miR-505-5p mimic into the ICV cannula and food intake was measured over 3 days. (b) qPCR confirming overexpression of miR-505-5p in the hypothalamus after ICV injection of miR-505-5p mimic. (c) Chow diet cumulative food intake after 3 consecutive days of treatment (24–1 dose, 48–2 doses, and 72 h—3 doses—after first treatment). (d) HFD cumulative food intake after 3 consecutive days of treatment (24–1 dose, 48–2 doses, and 72 h—3 doses—after first treatment). (e) Graphical depiction of maternal obesity model with third group of dams that underwent moderate exercise intervention during obese pregnancy. (f) Relative expression of miR-505-5p in the arcuate nucleus of 8-week-old male offspring born to control, obese or obese-exercised dams. (g) HFD pellet daily kilocalorie intake of male offspring born to control, obese or obese-exercised dams. * *p* < 0.05, ** *p* < 0.01. Statistical significance was determined by unpaired *T* test (c and d), one-way ANOVA (f), and mixed effects analysis with Sidak post hoc test (g). The underlying data are provided as S1 Data file. HFD, high-fat diet; ICV, intra-cerebroventricular.

### 3.8. Maternal exercise intervention in an obese pregnancy rescues the programmed overexpression of hypothalamic miR-505-5p and normalises high-fat diet intake in the offspring

We have previously shown that a moderate exercise intervention in obese dams during pregnancy rescues maternal insulin sensitivity—independent of changes in adiposity [39]—and is associated with a rescue of the cardiac dysfunction observed in offspring exposed to maternal obesity [49] (Fig 5E). We therefore sought to investigate whether the correction of maternal metabolic health was sufficient to rescue the programmed overexpression of hypothalamic miR-505-5p offspring and changes in offspring feeding behaviour. Offspring of obese exercised dams (Off-FEx) show a reduced expression of miR-505-5p in the ARC compared to Off-Ob to a level comparable to that observed in controls (Fig 5F). As we have shown that overexpression of miR-505-5p in the hypothalamus causes increased intake of a high-fat diet, we would expect Off-FEx to show a reduced intake of HFD compared to Off-Ob. Indeed, offspring of obese-exercised dams with normalised expression of miR-505-5p show significantly reduced intake of an HFD from 7 weeks of age, despite their exposure to perinatal obesity (Fig 5G). At this age, there is no difference in body weight between the 3 groups of offspring (OffC 25.65g ± 0.67, OffOb 26.66g ± 0.32, OffFEx 25.67g ±0.63). Therefore, effects of the maternal exercise intervention are not related to changes in offspring body weight.

## 4. Discussion

In the current study, we have used a rodent model to examine the effects of exposure to maternal obesity on offspring food intake, small RNA sequencing in the hypothalamus to identify programmed miRNAs, and a series of in vitro and in vivo experiments—including human genetic analysis—to establish how miRNA may causally influence feeding behaviour. Our results showed that maternal obesity alters the miRNA profile in the ARC and PVH and identified miR-505-5p as a miRNA that is programmed in the fetal hypothalamus with changed expression maintained through to adulthood. We have shown that targets of miR-505-5p are related to FA uptake and metabolism, that some of these targets are associated with increased BMI in humans, and that manipulation of miR-505-5p levels in hypothalamic neurons in vitro alters these processes. Importantly, we have shown that ICV injection of a miR-505-5p mimic increases intake specifically of an HFD, and an exercise intervention in obese dams rescues programmed miR-505-5p levels and reduces HFD intake. Altered expression of hypothalamic miR-505-5p in utero is therefore a novel route by which perinatal exposure to maternal obesity programs permanent changes to offspring feeding behaviour, leading to obesity.

The increased intake of an HFD in the offspring of obese mothers precedes the increased adiposity observed in these animals and given that we have previously reported no differences in energy expenditure in mouse offspring exposed to maternal obesity, suggests a causal relationship. Indeed, many studies have now linked changes in food intake to the increased susceptibility to develop obesity in animals exposed to obesity in the perinatal period and suggested that altered hypothalamic development and/or function plays a key role in this process [4]. To our knowledge, we are the first to conduct small RNA sequencing to identify the full spectrum of miRNAs that are dysregulated in the ARC and PVH following exposure to maternal obesity. A role for hypothalamic miRNAs in maintaining energy homeostasis is largely unexplored, but deletion of the miRNA processing enzyme DICER in POMC neurons results in obesity [50], and hypothalamic miR-29a and miR-103 have been shown to protect against obesity [18,51]. Although a few studies have demonstrated altered hypothalamic miRNA expression in mice in response to nutritional status or leptin administration [16,52,53], whether exposure to altered nutritional status in utero programs hypothalamic miRNA profile was previously unknown. Our small RNA sequencing analysis identified miR-505-5p as being highly up-regulated in both the ARC and PVH of male adult offspring after exposure to maternal obesity when offspring themselves were fed a chow diet and at a time when there was no difference in offspring body weight. We subsequently demonstrated that increased expression of miR-505-5p is detectable as early as E13 in the fetal hypothalamus. Notably, a recent study found miR-505-5p to be one of 4 miRNAs associated with several markers of cardiometabolic phenotypes in humans [48]. The increased expression of miR-505-5p was maintained in vitro in hypothalamic neural progenitor cells after 1 week, indicating this is a programmed effect in the cell, rather than an immediate effect of the intra-uterine environment on gene expression. Interestingly, the miR-505-5p host gene Atp11c, which encodes a Type IV P-type ATPase, a flippase that is involved in the transport of phospholipids, is also increased in the hypothalamus of fetuses of obese mothers. It is intriguing that this apparent nutrient-sensitive miRNA sits within another gene linked to cellular energy levels and that this gene is altered by exposure to maternal obesity. This study does not address the expression or regulation of miR-505-5p in female offspring exposed to maternal obesity and this is an important avenue for future work. Circulating levels of miR-505-5p have been reported to be lower in human females [54], but the Framingham study that reported an association between circulating miR-505-5p and cardiometabolic phenotypes [48] was conducted in a mixed sex group, suggesting miR-505-5p may also play a role in metabolism in females.

The fact that hypothalamic miR-505-5p was up-regulated in both diet-induced obese animals and leptin-deficient *Ob/Ob* obese animals shows that consumption of an HFD is not required for miR-505-5p overexpression. This suggests it is a factor related to the maternal obesity per se (such as a circulating hormone) that programs overexpression, rather than a metabolite of the HFD consumed by the dam that passes directly to the fetus. Furthermore, this indicates that direct regulation of this miRNA by obesity in adulthood may further compound the ability of an individual with obesity to regulate their food intake. We show that miR-505-5p is increased in response to insulin, oleic, and stearic acid in a hypothalamic cell line in vitro. We have shown that fatty acids and insulin are increased in the serum of dams fed an obesogenic diet near the end of pregnancy [14], and insulin is also high in fetuses of a human obese pregnancy as well as in our mouse model. Regulation of miR-505-5p by glucose (another metabolic signal known to be high in fetuses exposed to maternal obesity) was ruled out by our in vitro data. Interestingly, the human Framingham study that identified miR-505-5p as positively associated with cardiometabolic parameters found no correlation with circulating glucose, and the strongest association was with circulating triglycerides [48] supporting our in vitro data. The maternal exercise intervention normalises dam insulin sensitivity, but not maternal body weight, adiposity or leptin levels [39], and this was sufficient to rescue the programmed overexpression of hypothalamic miR-505-5p in offspring exposed to maternal obesity and prevented programmed increased in intake of a high-fat diet. Our results therefore suggest that increased circulating free-fatty acids or insulin levels may be key mechanisms by which maternal obesity programs changes to the developing offspring hypothalamus.

As offspring remained in the cage with the dam (who was consuming the obesogenic diet throughout both the gestation and weaning period), we cannot discount the possibility that some of the effects we see on offspring phenotype are due to the juvenile offspring eating the HFD pellets themselves in the latter part of the weaning period. However, it should be noted that exercise intervention during the pregnancy period alone prevented the programmed increase miR-505-5p expression as well as increased food intake. This therefore suggests that targeting the pregnancy period alone is sufficient to prevent at least some of the programmed phenotypes. This issue could be further explored in the future with a cross-fostering experiment where offspring of obese dams could be raised by lean dams consuming a chow diet.

Unlike the well-characterised populations of hypothalamic glucose-sensing neurons [25], the presence, location, and molecular signature of FA-sensing neurons in the hypothalamus is not well defined. FAs are able to cross the blood brain barrier [55,56], and the presence of FA transporters such as FATP1, FATP4, and FAT/CD36, as well as genes required for metabolism of FA [27] support the theory that at least some hypothalamic neuronal populations are FA-sensing. A recent study has shown that knockdown of Free Fatty Acid Receptor-1 in POMC neurons promotes hyperphagia and body weight gain [57]. Therefore, it is very likely that FA sensing is a mechanism by which the hypothalamus responds to nutrient status changes, particularly that of an energy surfeit [58]. Current hypotheses suggest neuronal cells use the rate of uptake and/or metabolism of FAs to sense circulating levels, (although there may also be direct regulation of some neurons via electrophysiological effects [31,59] as is the case for glucose-sensing neurons). For this reason, it is relevant that we have shown that miR-505-5p targets include both FA transporters (FATP4) and key components of FA oxidation pathways (such as CPT1A, which has recently been shown to be reduced in offspring in a different model of maternal HFD consumption [60]), and that overexpression of miR-505-5p in a hypothalamic cell line disrupted FA uptake and metabolism. Therefore, altered expression of miR-505-5p caused by in utero exposure to high FA levels has the potential to permanently disrupt hypothalamic FA-sensing mechanisms. This is supported by the observation that CNS administration of a miR-505-5p mimic results in increased intake of an HFD (but not a chow diet), and that reduced levels of miR-505-5p in offspring of obese exercised dams results in reduced intake of an HFD. Thus, our results support the hypothesis that if neurons cannot sense circulating FA levels due to altered FA uptake and metabolism pathways, animals cannot maintain energy homeostasis, resulting in increased consumption of foods high in fat. This is also supported by a previous study showing that maternal HFD consumption during pregnancy reduced the sensitivity of offspring ventromedial hypothalamic neurons to oleic acid [35].

Although we have highlighted only 6 critical genes in our experiments, the pSILAC analysis identified many other targets of miR-505-5p that may contribute to a nutrient-sensing phenotype in the offspring of obese mothers. Among these are the SRCAP chromatin remodelling complex, which activates a transcriptional profile that shifts metabolism from anaerobic glycolysis to oxidative metabolism [61]. Interestingly, the pSILAC revealed that many indirect targets of miR-505-5p (i.e., down-regulated in pSILAC but do not contain miR-505-5p seed sequence) are related to FA sensing, and many of these also showed genetic associations with BMI in humans. While we have focused on validating a few key direct target genes in the current study, it is unlikely that miR-505 regulates a complex process such as nutrient sensing via only one key target gene, and therefore, it is likely that miR-505-5p controls the expression of several master regulators (e.g., transcription factors or chromatin remodelling complexes such as SRCAP) that modulate whole profiles of FA-sensing genes. Notably, many of the proteins we found to be altered following overexpression of miR-505-5p are expressed in mitochondria, so future studies should aim to examine the effects of maternal obesity on offspring mitochondrial dynamics.

In conclusion, we have identified miR-505-5p as a novel regulator of FA metabolism pathways that is programmed in mice exposed to maternal obesity and could contribute to the increased HFD intake and adiposity seen in the offspring of obese mothers. This is consistent with previous animal studies showing a role for hypothalamic FA sensing in modulating food intake and is corroborated by our human genetic data analysis. This study is one of the first reports defining a molecular route by which exposure to an altered nutritional environment in utero is able to alter feeding behaviour. Further defining the mechanisms underlying the programming of miR-505-5p by maternal obesity may hold promise for developing novel interventional strategies to prevent the adverse impacts of maternal obesity on offspring long-term health.

## Supporting information

S1 Table (A) Primer sequences of primers used in SYBR qPCR purchased from Sigma Aldrich. (B) Taqman Assay IDs of probes used in Taqman qPCR purchased from Thermofisher Scientific. (C) miRCURY LNA miRNA PCR assays purchased from Qiagen.
(DOCX)

S2 Table Significantly regulated miRNAs detected in paraventricular nucleus of the hypothalamus of offspring from obese mothers in miR-sequencing analysis.

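Of the 4 miRNAs in this table, miR-92b-5p was the one higher in the PVH of Off-Ob mice, with a log2 fold change of 0.64 (SE 0.42, adjusted p = 0.98 from limma). It held only 2 to 14 reads per library. let-7e-5p and let-7k showed no difference, at -0.040 (SE 0.18) and -0.094 (SE 0.18) with an adjusted p of 0.98 from limma for each. Both were above 0 without F42A, and also with estimated library weights, chosen after seeing the data. None of the 4 reached an unadjusted p under 0.05. The table's log2 fold changes are the paper's, from a likelihood ratio test, and its p-values carry no adjustment. Among all miRNAs of the PVH the smallest p-values belonged to miR-146b-5p, at 0.36 (SE 0.18), and miR-128-3p, a neuron-enriched miRNA, at 0.35 (SE 0.18). miR-28a-3p at 0.73 and miR-194-5p at 0.47 followed among the higher ones, and miR-6240 at -0.46, miR-135a-5p at -0.31 and miR-181a-5p at -0.41 among the lower ones. All 7 had an adjusted p of 0.98 from limma. Single libraries carried part of these values, with miR-194-5p at 0.30 without RC8A, miR-6240 at -0.26 without F41A and miR-135a-5p at -0.20 without RC5A. miR-28a-3p held only 3 to 16 reads per library.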

S3 Table Significantly regulated miRNAs detected in arcuate nucleus of the hypothalamus of offspring from obese mothers in miR-sequencing analysis.

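All 14 miRNAs of this table were higher in the ARC of Off-Ob than of Off-C mice, by 0.42 to 1.76 on the log2 scale, with adjusted p-values of 0.49 to 0.70 from limma. miR-505-5p, miR-5105 and miR-6540-5p were past an unadjusted p of 0.05. The hairpins of miR-98-5p and of 1 let-7f copy are neighbours on chromosome X, from 151913214 and 151912346. The same libraries carried all 14, since mice F42A and F6A had the 2 highest levels of the 11 libraries for every one of them. Without both libraries 7 of the 14 were higher and 7 lower, between -0.52 and 0.60. miR-6540-5p had a log2 fold change of 1.36 (SE 0.51) and was above every Off-C library in 4 of 5 Off-Ob libraries. It rested on few reads, 3 to 9 in Off-C and 9 to 16 in Off-Ob libraries. miR-5105 followed at 1.00 (SE 0.42), also with 4 of 5, and miR-6538 at 0.91 (SE 0.43), with 3 of 5. Without F42A these 3 stood at 0.90, 0.53 and 0.47. Among the let-7 family, let-7a-5p differed most, at 0.96 (SE 0.47), then let-7f-5p at 0.79 (SE 0.46), let-7c-5p at 0.78 (SE 0.48), miR-98-5p at 0.77 (SE 0.39), let-7k at 0.74 (SE 0.47), let-7e-5p at 0.73 (SE 0.45) and let-7d-5p at 0.67 (SE 0.49). let-7a-5p held only 9 to 31 reads per library. miR-1224-3p, miR-485-5p and miR-383-5p stood at 0.74, 0.73 and 0.42. Outside the table, miR-344e-3p was higher, at 1.59 (SE 0.55), and above the Off-C mean in 5 of 5 Off-Ob libraries. It held 1 to 6 reads in Off-C and 2 to 11 in Off-Ob libraries. miR-326-3p, at -0.76 (SE 0.34), and miR-24-1-5p, at -0.87 (SE 0.35), were each below every Off-C library in 4 of 5 Off-Ob libraries, and miR-326-3p was at -0.46 without F42A. miR-24-1-5p held 1 to 16 reads per library. miR-434-3p had the lowest log2 fold change of the named miRNAs, at -2.60 (SE 1.32), where F42A held 0 of its reads, and was at -1.01 without F42A.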

S4 Table Overlap of miR-505-5p targets with human genetic data on BMI variation and other functional datasets. Gene; gene symbol for human orthologue of mir505 target, chr; chromosome where Gene is locates, Summary; summarised count of supporting evidence across the four analyses, MAGMA *P*-value; *p*-value from the gene-level MAGMA test, MAGMA FDR-corrected *P-*value; MAGMA *P*-value after FDR correction, GWAS Signal; rsid for the GWAS signal proximal to Gene, position; chromosomal position of GWAS signal (GRCh 37), a1; effect allele, a0; alternate allele, freq1; observed frequency of a1, beta1; effect size estimate per copy of a1, se; standard error of beta1, p; *p*-value for the association, Is closest?; is Gene the closest gene to GWAS Signal, N ABC Enhancers; number of known ABC enhancers within the LD window (R-sq>0.8) of the GWAS Signal, P SMR; *p*-value for the SMR test, FDR-corrected P SMR; P SMR after FDR correction, P HEIDI; *p*-value for the Heidi test.
(DOCX)

S1 Data Original data for the graphs in Figs 1–5. Each tab includes data for the noted graphs in Figs 1–5, plus a tab for data mentioned in the text.
(XLSX)

S2 Data Raw data from p-SILAC experiment performed to identify changes in protein expression following miR-505-5p overexpression in GT1-7 cells.

## Abbreviations

ABC: activity-by-contact
ARC: arcuate nucleus of hypothalamus
BMI: body mass index
DIO: diet-induced obese
eQTL: expression quantitative trait loci
FA: fatty acid
GWAS: genome-wide association study
HEIDI: heterogeneity in dependent instruments
HFD: high-fat diet
ICV: intra-cerebroventricular
IPA: Ingenuity Pathway Analysis
LD: linkage disequilibrium
MAGMA: Multi-marker Analysis of GenoMic Annotation
NPY: neuropeptide Y
POMC: pro-opiomelanocortin
SMR: summary data-based mendelian randomisation
TD-NMR: time-domain nuclear magnetic resonance

# Supplementary material for: Maternal obesity increases hypothalamic miR-505-5p expression in mouse offspring leading to altered fatty acid sensing and increased intake of high-fat food
**Source:** PLoS Biol. 2024 Jun 4;22(6):e3002641. doi: 10.1371/journal.pbio.3002641
**Supplement:** S1 Table — (A) Primer sequences of primers used in SYBR qPCR purchased from Sigma Aldrich. (B) Taqman Assay IDs of probes used in Taqman qPCR purchased from Thermofisher Scientific. (C) miRCURY LNA miRNA PCR assays purchased from Qiagen.

| Gene | Forward (5’-3’) | Reverse (5’-3’) |
| --- | --- | --- |
| Acot9 | gcgatacggctttggacctt | tccagactgtggatacgcct |
| Agpat3 | ctcacccctcttcagcttcg | gactccgaaggaagctgctc |
| Sdha | tcgacaggggaatggtttgg | taatcttccctggcatgggc |
| Slc25a10 | gcgggactacatgaccaagg | agagtagttgcgtcgttggc |
| Slc27a4 | cagccgggtcacaatgctac | tgaagacccggatgaaacgc |

A

B

| Gene | Assay ID |
| --- | --- |
| Atp11c | Mm01297974_m1 |
| Cpt1a | Mm01231183_m1 |
| Soat1 | Mm00486279_m1 |
| Sdha | Mm01352366_m1 |

C

| Gene | Assay ID |
| --- | --- |
| miR-505-5p | YP02104807 |
| Snord68 | YP00203911 |
| USP6 | YP02119464 |

**Supplementary Table 1:**

A) Primer sequences of primers used in SYBR qPCR purchased from Sigma Aldrich B) Taqman Assay IDs of probes used in Taqman qPCR purchased from Thermofisher Scientific C) miRCURY LNA miRNA PCR assays purchased from Qiagen.

# Supplementary material for: Maternal obesity increases hypothalamic miR-505-5p expression in mouse offspring leading to altered fatty acid sensing and increased intake of high-fat food
**Source:** PLoS Biol. 2024 Jun 4;22(6):e3002641. doi: 10.1371/journal.pbio.3002641
**Supplement:** S2 Table

|  | logFC | PValue |
| --- | --- | --- |
| mmu-miR-505-5p | 2.26790985 | 0.0101714 |
| mmu-let-7e-5p | 1.49047862 | 0.02151258 |
| mmu-let-7k | 1.418607 | 0.02855474 |
| mmu-miR-92b-5p | 1.01339219 | 0.04323239 |

**Supplementary Table 2:**

Significantly regulated miRNAs detected in paraventricular nucleus of the hypothalamus of offspring from obese mothers in miR-sequencing analysis

# Supplementary material for: Maternal obesity increases hypothalamic miR-505-5p expression in mouse offspring leading to altered fatty acid sensing and increased intake of high-fat food
**Source:** PLoS Biol. 2024 Jun 4;22(6):e3002641. doi: 10.1371/journal.pbio.3002641
**Supplement:** S3 Table

|  | logFC | PValue |
| --- | --- | --- |
| mmu-miR-505-5p | 3.15201921 | 7.38E-05 |
| mmu-miR-5105 | 1.30542539 | 0.00184717 |
| mmu-miR-6540-5p | 1.49630597 | 0.00273614 |
| mmu-let-7e-5p | 1.39679886 | 0.00330176 |
| mmu-miR-98-5p | 1.17038042 | 0.003708 |
| mmu-let-7f-5p | 1.26987087 | 0.00463843 |
| mmu-miR-6538 | 1.19286835 | 0.00473093 |
| mmu-let-7k | 1.31238993 | 0.00499318 |
| mmu-let-7c-5p | 1.29452908 | 0.00527431 |
| mmu-let-7d-5p | 1.37471051 | 0.00608837 |
| mmu-let-7a-5p | 1.21025834 | 0.008328 |
| mmu-miR-485-5p | 1.04037587 | 0.01619518 |
| mmu-miR-1224-3p | 1.10615633 | 0.02779869 |
| mmu-miR-383-5p | 1.1783129 | 0.03642917 |

**Supplementary Table 3:**

Significantly regulated miRNAs detected in arcuate nucleus of the hypothalamus of offspring from obese mothers in miR-sequencing analysis

# Supplementary material for: Maternal obesity increases hypothalamic miR-505-5p expression in mouse offspring leading to altered fatty acid sensing and increased intake of high-fat food
**Source:** PLoS Biol. 2024 Jun 4;22(6):e3002641. doi: 10.1371/journal.pbio.3002641
**Supplement:** S4 Table — Gene; gene symbol for human orthologue of mir505 target, chr; chromosome where Gene is locates, Summary; summarised count of supporting evidence across the four analyses, MAGMA P-value; p-value from the gene-level MAGMA test, MAGMA FDR-corrected P-value; MAGMA P-value after FDR correction, GWAS Signal; rsid for the GWAS signal proximal to Gene, position; chromosomal position of GWAS signal (GRCh 37), a1; effect allele, a0; alternate allele, freq1; observed frequency of a1, beta1; effect size estimate per copy of a1, se; standard error of beta1, p; p-value for the association, Is closest?; is Gene the closest gene to GWAS Signal, N ABC Enhancers; number of known ABC enhancers within the LD window (R-sq>0.8) of the GWAS Signal, P SMR; p-value for the SMR test, FDR-corrected P SMR; P SMR after FDR correction, P HEIDI; p-value for the Heidi test.

| Gene | chr | Summary | BMI (UK Biobank + GIANT meta-analysis) | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | MAGMA P-value | MAGMA FDR-corrected P-value | GWAS Signal | position | a1 | a0 | freq1 | beta1 | se | p | Is closest? | N ABC Enhancers | P SMR | FDR-corrected P SMR | P HEIDI |
| CPT1A | 11 | 3 | 2.8E-05 | 2.7E-04 | rs497261 | 68192244 | T | C | 0.673 | 0.011 | 0.002 | 2.5E-08 | F | NA | 8.5E-06 | 2.1E-05 | 1.7E-03 |
| HSD17B12 | 11 | 3 | 3.2E-13 | 9.3E-12 | rs10838193 | 43898020 | G | A | 0.663 | 0.011 | 0.0018 | 1.7E-09 | F | 5 | 9.7E-26 | 4.9E-25 | 6.6E-04 |
| HINT1 | 5 | 3 | 9.7E-05 | 7.0E-04 | rs1363695 | 130378027 | C | T | 0.764 | 0.013 | 0.002 | 8.1E-10 | T | 1 | 8.4E-05 | 8.4E-05 | 2.0E-07 |
| SLC27A4 | 9 | 3 | 9.2E-07 | 1.3E-05 | rs7871866 | 131027982 | G | C | 0.840 | -0.018 | 0.0024 | 7.6E-14 | F | 19 | NA | NA | NA |
| SLC25A10 | 17 | 2 | 0.338 | 0.392 | rs11658335 | 80084821 | C | T | 0.418 | 0.011 | 0.0017 | 8.6E-11 | F | 17 | NA | NA | NA |
| EPHX1 | 1 | 2 | 3.6E-03 | 1.6E-02 | rs10915840 | 225668524 | G | A | 0.721 | 0.011 | 0.0019 | 1.9E-08 | F | NA | NA | NA | NA |
| HADHA | 2 | 2 | 0.666 | 0.689 | rs12468863 | 26940294 | C | T | 0.488 | 0.015 | 0.0016 | 6.6E-20 | F | 5 | NA | NA | NA |
| HSPA8 | 11 | 2 | 0.204 | 0.321 | rs7115089 | 122530591 | C | G | 0.628 | -0.011 | 0.0017 | 6.0E-11 | F | 4 | NA | NA | NA |
| AGPAT5 | 8 | 1 | 0.760 | 0.760 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | 8.0E-05 | 8.4E-05 | 1.5E-02 |
| ERLIN1 | 10 | 1 | 0.055 | 0.146 | rs17094222 | 102395440 | T | C | 0.791 | -0.017 | 0.002 | 4.0E-18 | F | NA | NA | NA | NA |
| FDPS | 1 | 1 | 0.014 | 0.051 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | 6.0E-05 | 8.4E-05 | 5.0E-02 |
| PITPNA | 17 | 1 | 0.276 | 0.348 | rs3923783 | 1843189 | C | A | 0.822 | 0.022 | 0.0022 | 4.1E-23 | F | NA | NA | NA | NA |
| ACAD9 | 3 | 1 | 0.172 | 0.295 | rs76594121 | 128189391 | T | G | 0.955 | 0.028 | 0.0047 | 1.6E-09 | F | NA | NA | NA | NA |
| ACADL | 2 | 1 | 0.019 | 0.062 | rs715 | 211543055 | T | C | 0.695 | -0.016 | 0.0019 | 1.3E-16 | F | NA | NA | NA | NA |
| AGPAT3 | 21 | 1 | 3.9E-03 | 1.6E-02 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| PAF1 | 19 | 1 | 1.8E-03 | 1.1E-02 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| DBI | 2 | 0 | 0.104 | 0.216 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| AGPAT4 | 6 | 0 | 0.524 | 0.563 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| HMGCL | 1 | 0 | 0.173 | 0.295 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| LPCAT3 | 12 | 0 | 0.267 | 0.348 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| CRAT | 9 | 0 | 0.076 | 0.178 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| ERLIN2 | 8 | 0 | 0.356 | 0.397 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| PTK2 | 8 | 0 | 0.080 | 0.178 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| SGPL1 | 10 | 0 | 0.222 | 0.321 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| SOD1 | 21 | 0 | 0.242 | 0.334 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| ACOT9 | X | 0 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| DHCR7 | 11 | 0 | 0.045 | 0.131 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| HADH | 4 | 0 | 0.338 | 0.392 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| PI4KA | 22 | 0 | 0.123 | 0.237 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |
| SOAT1 | 1 | 0 | 0.220 | 0.321 | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA | NA |

**Supplementary Table 4:** Overlap of miR-505-5p targets with human genetic data on BMI variation and other functional datasets. Gene; gene symbol for human orthologue of mir505 target, chr; chromosome where Gene is locates, Summary; summarised count of supporting evidence across the four analyses, MAGMA P-value; p-value from the gene-level MAGMA test, MAGMA FDR-corrected P-value; MAGMA P-value after FDR correction, GWAS Signal; rsid for the GWAS signal proximal to Gene, position; chromosomal position of GWAS signal (GRCh 37), a1; effect allele, a0; alternate allele, freq1; observed frequency of a1, beta1; effect size estimate per copy of a1, se; standard error of beta1, p; p-value for the association, Is closest?; is Gene the closest gene to GWAS Signal, N ABC Enhancers; number of known ABC enhancers within the LD window (R-sq>0.8) of the GWAS Signal, P SMR; p-value for the SMR test, FDR-corrected P SMR; P SMR after FDR correction, P HEIDI; p-value for the HEIDI test.

How the deposited data were processed for this re-analysis (not part of the article)

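Small RNA was measured in laser-captured ARC and PVH tissue of 8-week-old male offspring on chow, from control (Off-C) and obese (Off-Ob) mothers. There were 6 Off-C and 5 Off-Ob libraries per nucleus, 22 in all, from 12 mice. The authors prepared TruSeq Small RNA libraries, mapped the reads with Bowtie 1.2.3 to GRCm38 and tested them with a likelihood ratio test in edgeR 3.36.0 at an unadjusted p of 0.05. The deposited tables hold log2 values, log2(CPM + 1), in which the authors divided the reads by the library total over the 172 listed miRNAs times a scale factor of each library. The authors' methods name RPKM as the analysed unit, while the deposited log2 values carry no length term. Their miRNA annotation, their treatment of reads that match several miRNAs and the filter that left 172 miRNAs are not named in the paper's text. The deposited tables give each column's group, and the mouse was taken from the identifier sheet beside them. No column was tied to a single sample record, so libraries are named by mouse. The sheet also names an ARC library of F14A and a PVH library of F6A. These have no column in the deposited tables, so they could not be analysed here. The paper's methods take 1 male per litter for each outcome.

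Whole reads and totals were recovered from the log2 values. The largest distance from a whole read was 4.2e-10 at a tolerance of 0.01, and the step returned every read in 22 simulated libraries. The ARC libraries held 22680 to 91790 reads and the PVH libraries 22495 to 61476. A count of 0 allows 3 reads, which is 0.0132% of the reads in the shallowest ARC library and 0.0133% in the shallowest PVH library. Intervals and limits cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

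Off-Ob and Off-C were compared per nucleus on the log2 values by limma 3.58.1 in R 4.3.3, with eBayes and its trend and Benjamini-Hochberg adjustment. miRNAs needed a CPM of 1 in at least 5 libraries, which kept all 172 in both nuclei, so the alternative without a filter moved nothing. miR-505-5p and means of lists were also tested by exact permutation of the 11 libraries, two-sided. miRNA lists written before the data were examined were tested with camera at a preset correlation of 0.01, and again with an estimated one, where at least 3 members were measured. That left 7 of 12 lists in each nucleus. The lists for oligodendrocytes, microglia, ependyma, pituitary and the miR-505 hairpin had fewer measured members, and miR-505-3p was not among the listed miRNAs. 3 list names were matched to the older names of the tables, such as miR-126a-3p to miR-126-3p. The difference between nuclei was tested by the interaction of nucleus and maternal group over the 22 libraries, with the mouse as a block (consensus correlation -0.088), and by permuting ARC minus PVH over the 6 Off-C and 4 Off-Ob mice with both libraries. camera takes no block. Correlations used 100000 random permutations, or all of them at 6 libraries. The limma step was tested on 20 simulated data sets per nucleus with 20 of 172 miRNAs changed.

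Hairpin positions came from GENCODE mouse release 21 on GRCm38, the build the authors name, in which 159 of the 172 miRNAs had a hairpin. Permutations, correlations and figures used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

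The miRNAs to name were fixed by a rule before the data were examined, when the values of S2 Table and S3 Table had been seen. They are every miRNA the paper names, the 10 of smallest p in each direction, every measured let-7 member, and the 4 of smallest p in a list past its threshold. Alternatives set before the data were examined were pseudocounts of 0.5, 10 and 100, no filter and a CPM minimum of 100, rescaling by median ratios, by trimmed means and without the let-7 family, quantile normalization, limma without trend and with robust, an added log2 fold change of at least 1, an estimated correlation, no mouse block for the interaction, and each library left out in turn. The trimmed means were computed from read shares and applied on top of the authors' scale factor. The same difference between libraries can therefore be corrected again there. Added after seeing the data were plain CPM, limma-voom, library weights by arrayWeights, the log2 ratio of mean CPM, an exact permutation of the let-7 mean, and the ARC without mice F42A and F6A.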

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

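The tests of a low read total, random loss, other tissue, the scale factor, dominant miRNAs, library composition, a trait of the mouse and the let-7e cluster were chosen after the results were seen. The GC test and the counts over other splits were set before.

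The ARC library of Off-Ob mouse F42A stood apart from the others of its group. It had 20 of 172 miRNAs at 0 reads, where the other 4 Off-Ob libraries had 0 to 2. miR-434-3p was at 0 reads, hence 0 on the log2 scale, against 6.62 in the next Off-Ob library, and 0 of 22680 reads allows up to 0.0132%. miR-5126 reached 12.25 against 10.67 in the next Off-Ob library. Each of these 3 values lay farther from the rest of the 5 Off-Ob libraries than Dixon's 95% limit allows, as did miR-485-5p at 9.35 in F13A and miR-6538 at 9.23 in F14A in the PVH. For miR-5126 the scale factor widens the gap, at 0.470 in F42A and 0.872 to 1.14 in the other Off-Ob ARC libraries. Its reads were 52 of 22680 in F42A, 67 of 47207 in F6A and 93 of 55117 in F12A. Dixon's test was not run without the factor. The limit also marks 1 miRNA at 0 reads in the PVH library of F13A, but only because the other 4 tie at 0, and Off-C PVH libraries held 0 to 2. Chance marks about 1 group in 20, and 6 of 176 groups were marked, that one included.

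Several technical accounts of the F42A library were tested. Thinning each of the other 10 ARC libraries to 22680 reads left at most 15 miRNAs at 0 reads in any of 1000 draws, below the 20 of F42A, which argues against its low total alone. The draws kept the composition of the library drawn from. The let-7 family took 79.1% of the reads in F42A and 64.2% in F6A, against 33.8 to 46.8% in Off-C ARC libraries. This left fewer reads of F42A for the other miRNAs, and how far that adds to its zeros was not tested. The deviations of F42A from the Off-C means went with those of F6A across the 172 miRNAs (Spearman rho 0.65, against at most 0.48 with an Off-C library and -0.13 to 0.10 with the other Off-Ob libraries). The deviations shared with F6A argue against random loss as the whole account. Tissue of another kind cannot be told apart. The median deviation of 0 of 6 lists for other cell types lay above the Off-C libraries, but these lists held only 1 to 3 measured miRNAs, and the pituitary markers already made up 15.3% or more of the reads in Off-C libraries, which would hide a small admixture. The neuron-enriched miRNAs were low in both libraries, with a median deviation of -1.19 in F42A and -2.08 in F6A against -0.57 to 0.25 in Off-C libraries. GC content cannot be told apart, since rho was 0.19 with a 95% bootstrap interval of 0.033 to 0.34 over 159 miRNAs. The GC share was that of the hairpin side holding the arm, or of the whole hairpin where no arm is named. GC of the mature miRNAs was not measured. A difference in the captured tissue or in the library's preparation stays open, as does an effect of maternal obesity in this mouse, which was not tested.

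miR-505-5p and the let-7 family were high in the ARC libraries of the same mice, F42A and F6A. The authors' scale factor was 0.470 in F42A and 0.872 in F6A, against 1.03 to 1.21 in Off-C ARC libraries, which raises the values of both. Without it the ARC log2 fold change fell from 1.76 to 1.40 for miR-505-5p and from 0.78 to 0.42 for let-7c-5p. Both libraries still stayed above every Off-C library in miR-505-5p and in the let-7 mean, by at least 0.47 on the log2 scale. This argues against the factor as the whole cause, not against a part in the size of the difference. For miR-505-5p alone this distance was at least 0.68 in plain shares, which other miRNAs taking most reads can only lower, so that does not explain its height. It says nothing of the let-7 family, which takes those reads. The PVH library of F42A stood at -0.29 from the Off-C median in miR-505-5p, which argues against a trait of that mouse in both nuclei, and F6A has no PVH library here. A shift in library composition that also occurs without maternal obesity cannot be told apart: the lower of the correlations in Off-C ARC and in PVH libraries was 0.56, but without their 2 farthest libraries the first changed sign, to -0.45 over 4 libraries, and the second was 0.35. Among the 6 Off-C PVH libraries alone it was 0.78, and 0.72 without the 2 farthest, so the sets without maternal obesity point both ways. An effect of maternal obesity in some mice only stays open and may underlie the pattern, but 2 libraries cannot separate it from such a shift.

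The effect on the let-7 family differed between the nuclei by 0.64 on the log2 scale, higher in the ARC, in camera with its preset correlation (p = 1.5e-06 over 10 members; 0.045 with an estimated correlation). An exact permutation test of ARC minus PVH over the 6 Off-C and 4 Off-Ob mice with both libraries gave a difference of 0.53 and p = 0.44. Leaving out the ARC library of F42A lowered the difference to 0.31.

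The entries with a miRBase number of 2000 or above, most of which the paper does not discuss, were higher in the ARC by a mean of 0.33, past camera's threshold with the preset correlation only, and an exact permutation test of their mean gave p = 0.27. Without F42A the mean was 0.065, and the call also ended without RC5A, RC9A or F12A. In F42A their median deviation from the Off-C mean was 2.01, and in F6A 0.39, where single Off-C libraries reached 0.32. These deviations include the scale factor. As a summed share of reads, without the factor, the entries made up 2.57% in F42A and 1.48% in F6A, against 1.52 to 2.35% in Off-C libraries. By that measure F6A was below every Off-C library.

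Chance cannot be excluded for the counts above 0. In the ARC, 10 miRNAs past an unadjusted p of 0.05 were met or exceeded in 18 of 100 splits, the real one included, with a highest other count of 47, and the 2 lists past their threshold in 16 of 100, with a highest other of 3. A count of 0 is met by any split, here 100 of 100, so the splits say nothing on the 0 miRNAs at an adjusted p in either nucleus (highest other 0 in the ARC and 31 in the PVH), nor on the 0 miRNAs at an unadjusted p (highest other 65) and the 0 lists (highest other 2) of the PVH. Splits with 47 and 65 miRNAs point to a structure of the libraries other than maternal group, though no test here separates it from miRNAs that move together. The ARC split set mice RC8A, RC12A, F6A, F41A and F42A against the rest, and the PVH split RC5A, RC8A, RC13A, F12A and F13A. The mice of the ARC split, of both maternal groups, had the largest let-7 shares, 40.3 to 79.1% of reads against 33.8 to 38.3% in the rest. In the PVH the order was less clean, with F13A at 33.7% inside the split and F41A at 38.7% outside it. A link of these splits to the let-7 share was not tested.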

How the results depend on the processing

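0 miRNAs passed an adjusted p of 0.05 in either nucleus under all alternatives and leave-one-out fits run. miR-505-5p kept its ARC direction in all of them, from 0.50 to 2.73, with adjusted p-values from 0.31 to 0.99 from limma, and the let-7 family mean stayed above 0 in the ARC. No paired analysis was possible within a nucleus because the columns carry no replicate number and the groups are different mice. The planned count models, the paper's likelihood ratio test among them, were not run, and limma-voom was the one model fitted to the recovered reads. The cause was not tested for any change below unless the alternative leaves out libraries. In the ARC the 10 miRNAs past an unadjusted p became 6 without trend, 5 with a log2 fold change of at least 1 and 3 without F42A and F6A, and ran from 3 (without F6A) to 25 (without F41A) in leave-one-out fits; they were 4 without RC5A or RC9A, 5 without RC11A or RC13A, 6 without F42A and 19 without F12A. The let-7 family lost its call with an estimated correlation (0.64, adjusted p = 0.54 from limma), in the permutation of its mean (0.64), with library weights (0.11) and without F42A and F6A (0.031). The 2 lists past their threshold became 1 after trimmed-mean scaling and without let-7 in the total, 0 with an estimated correlation, with library weights and without F42A and F6A, and ran from 1 (without RC5A, RC9A, F12A or F42A) to 2 in leave-one-out fits. Scaling moved the median log2 fold change of the ARC by 0.36 (trimmed mean), 0.18 (quantile) and -0.36 (plain CPM). The trimmed mean came on top of the authors' scale factor, which plain CPM leaves out. Without F42A and F6A these ARC values changed sign: let-7b-5p (-0.14), let-7c-5p (-0.037), let-7d-5p (-0.20), let-7e-5p (-0.038), let-7f-5p (-0.0030), let-7k (-0.059), miR-1224-3p (-0.17), miR-383-5p (-0.52) and miR-126-3p (0.14). With library weights so did let-7b-5p (-0.055), let-7d-5p (-0.035), miR-1224-3p (-0.036) and miR-383-5p (-0.48). miR-103-3p changed to 0.25 (trimmed mean), 0.17 (quantile) and 0.12 (ratio of mean CPM), miR-744-5p to 0.038 (trimmed mean), let-7g-5p to -0.098 (quantile) and let-7i-5p to -0.32 (plain CPM). Leave-one-out fits in the ARC ran from -0.51 to 0.18 for miR-103-3p, -0.13 to 0.67 for miR-383-5p and -0.099 to 0.17 for let-7i-5p. In the PVH, 3 miRNAs passed an unadjusted p with library weights, and 0 to 3 in leave-one-out fits (3 without RC11A, 2 without F13A, F14A or F42A, 1 without RC9A, RC12A or RC13A); 0 lists became 1 without F14A. The family mean of 0.0079 turned to -0.011 (pseudocount of 100), -0.050 (median ratio), -0.055 (without let-7 in the total), -0.0097 (plain CPM) and -0.0033 (limma-voom), and ran from -0.10 to 0.092. Library weights changed PVH signs for miR-505-5p (0.013), miR-126-3p (-0.079), let-7b-5p (0.071), let-7c-5p (0.064), let-7e-5p (0.12), let-7f-5p (0.0095), let-7i-5p (-0.063) and let-7k (0.085). miR-5105, at 0.0052 in the PVH, turned to -0.053 (median ratio), -0.058 (without let-7), -0.11 (quantile), -0.012 (plain CPM) and -0.0064 (limma-voom). miR-98-5p turned to -0.010 (median ratio) and -0.016 (without let-7), let-7f-5p to 0.026 and let-7b-5p to 0.039 (quantile), and let-7a-5p to -0.16 (ratio of mean CPM). Leave-one-out fits in the PVH ran from -0.13 to 0.043 for let-7e-5p, -0.17 to 0.0052 for let-7k, -0.16 to 0.30 for miR-5105, -0.074 to 0.19 for miR-98-5p, -0.0050 to 0.43 for miR-6538, -0.14 to 0.040 for let-7d-5p, -0.28 to 0.50 for let-7a-5p, -0.040 to 0.18 for miR-1224-3p, -0.38 to 0.038 for miR-383-5p and -0.17 to 0.0072 for let-7b-5p. No changed sign with a p had an adjusted p under 0.05. At 1 read per 10.6 to 93.8 CPM, depth limits miRNAs of a few reads.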

Differences from the paper's values

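For miR-505-5p in the ARC, the paper's log2 fold change in S3 Table is 3.15 and the value here is 1.76. The measures differ, since the paper's value comes from edgeR and the value here is a difference of mean log2(CPM + 1). An ARC library of mouse F14A has no column in the deposited tables, and whether the paper's ARC values and count include it is not known. Of the 22 alternatives set before the data were examined, trimmed-mean scaling comes within a factor of 1.5 of the paper's value, at 2.12, and the other 21 do not, the lowest at 0.98. That scaling was applied on top of the authors' scale factor, so the same difference can be corrected again. Its nearness to the paper's value therefore cannot tell how the gap arose. Plain CPM, chosen after seeing the values and without the factor, gives 1.40. The log2 ratio of mean CPM, chosen after seeing the values, gives 2.73 and has no test. The paper's likelihood ratio test was not run here.

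For miR-505-5p in the PVH, the paper's log2 fold change in S2 Table is 2.27 and the value here is -0.19, of the opposite sign. None of the 22 alternatives closes the gap (-0.32 to -0.050), nor do the 4 added after seeing the data. A PVH library of mouse F6A has no column in the deposited tables, and whether the paper's value includes it is not known. The paper's values for let-7e-5p, 1.49, and let-7k, 1.42, stand beside -0.040 and -0.094 here, and none of the 22 alternatives set before the data were examined closes either gap (at most 0.043 and 0.0052). For miR-92b-5p both values are positive, the paper's 1.01 and 0.64 here.

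The paper's number of dysregulated miRNAs in the PVH is 4, and 0 were past an unadjusted p of 0.05 here, the threshold the paper states. Of 23 alternatives set before the data were examined, the one without Off-C mouse RC11A gives 3, within a factor of 1.5, and none of those 3 is among the paper's 4. Leaving out Off-Ob mouse F13A calls miR-92b-5p and drops the other 3 of the paper's 4. Library weights, chosen after seeing the values, give 3 and drop all 4.

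In the ARC the paper's number is 14 and 10 were found here, of which 3 (miR-505-5p, miR-5105 and miR-6540-5p) are among the paper's 14. Median-ratio scaling, quantile normalization and leaving out F13A or F41A also call miR-6538. Leaving out F12A also calls let-7a-5p, let-7f-5p and miR-98-5p, and leaving out F41A also let-7a-5p and miR-1224-3p. Other settings call fewer of the paper's 14: 1 without RC5A, RC9A, RC11A, RC13A or F6A and 2 without RC8A or F42A. Of those chosen after seeing the values, limma-voom and library weights call 2, and leaving out both F42A and F6A calls 0. The paper names increased miRNAs only in S3 Table, all with a log2 fold change of 1.04 or more. By p alone, 4 of the 10 found here were lower in Off-Ob mice. With a log2 fold change of at least 1 as well, 5 passed here, 4 higher and 1 lower. Trimmed-mean scaling, set before the data were examined but applied on top of the authors' scale factor, gives 10 by p alone, all higher. All 14 had the paper's direction here. The paper's text states increased miR-505-5p in the PVH, where the Off-Ob mean here was 8.37 and the Off-C mean 8.57.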

Other observations

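The test below was chosen after the values were seen. let-7e-5p shares a cluster on chromosome 17 of GRCm38 with miR-99b-5p and miR-125a-5p, whose hairpins start at 17830352, 17830188 and 17830812. In the ARC libraries of F42A and F6A, let-7e-5p was 2.60 and 1.17 above the Off-C mean, while miR-125a-5p was at -1.79 and -1.90 and miR-99b-5p at -0.99 and -1.00 from it. The mean of these 2 neighbours was -1.39 in F42A and -1.45 in F6A, and both lay below every Off-C library. The 3 thus did not rise together, as more transcription of the cluster alone would have them do. But the let-7 family took 79.1% of the reads in F42A and 64.2% in F6A. Neuron-enriched miRNAs were low there too, with median deviations of -1.19 and -2.08. Low neighbours in these libraries therefore cannot decide whether the cluster was transcribed more. A change after transcription, or in how the libraries captured let-7, may remain and was not tested.

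The paper's discussion names hypothalamic miR-29a and miR-103 for obesity, and its introduction miR-126 in adipose tissue. miR-29a-3p had a log2 fold change of 0.42 (SE 0.28, adjusted p = 0.49 from limma) in the ARC and 0.23 (SE 0.24, adjusted p = 0.98 from limma) in the PVH. miR-103-3p was at -0.11 in the ARC and -0.25 in the PVH, and miR-126-3p at -0.43 and 0.27. Single libraries carried several of these: without F42A the ARC value of miR-126-3p was -0.11, and in the PVH miR-126-3p was 0.0049 without RC13A, miR-103-3p -0.021 without F14A and miR-29a-3p 0.087 without RC8A. The arms were chosen before the data were examined, since the paper names none. In the ARC, miR-103-3p was above 0 after trimmed-mean scaling, after quantile normalization and in 3 of 11 leave-one-out fits. It held only 2 to 8 reads per library in each nucleus.

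In estimated library weights, F42A and F6A had the lowest of the ARC, 0.066 and 0.19, against 0.93 or more in the other 9 libraries. The PVH weights ran from 0.47 to 1.77.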
